# Host mediated inflammatory influence on glioblastoma multiforme recurrence following high-dose ionizing radiation

**DOI:** 10.1371/journal.pone.0178155

**Published:** 2017-05-22

**Authors:** J. Tyson McDonald, Xuefeng Gao, Cole Steber, Jawon Lee Breed, Caitlin Pollock, Lili Ma, Lynn Hlatky

## Abstract

Despite optimal clinical treatment, glioblastoma multiforme (GBM) inevitably recurs. Standard treatment of GBM, exposes patients to radiation which kills tumor cells, but also modulates the molecular fingerprint of any surviving tumor cells and the cross-talk between those cells and the host. Considerable investigation of short-term (hours to days) post-irradiation tumor cell response has been undertaken, yet long-term responses (weeks to months) which are potentially even more informative of recurrence, have been largely overlooked. To better understand the potential of these processes to reshape tumor regrowth, molecular studies in conjunction with *in silico* modeling were used to examine short- and long-term growth dynamics. Despite survival of 2.55% and 0.009% following 8 or 16Gy, GBM cell populations *in vitro* showed a robust escape from cellular extinction and a return to pre-irradiated growth rates with no changes in long-term population doublings. In contrast, these same irradiated GBM cell populations injected *in vivo* elicited tumors which displayed significantly suppressed growth rates compared to their pre-irradiated counterparts. Transcriptome analysis days to weeks after irradiation revealed, 281 differentially expressed genes with a robust increase for cytokines, histones and C-C or C-X-C motif chemokines in irradiated cells. Strikingly, this same inflammatory signature *in vivo* for *IL1A*, *CXCL1*, *IL6* and *IL8* was increased in xenografts months after irradiation. Computational modeling of tumor cell dynamics indicated a host-mediated negative pressure on the surviving cells was a source of inhibition consistent with the findings resulting in suppressed tumor growth. Thus, tumor cells surviving irradiation may shift the landscape of population doubling through inflammatory mediators interacting with the host in a way that impacts tumor recurrence and affects the efficacy of subsequent therapies. Clues to more effective therapies may lie in the development and use of pre-clinical models of post-treatment response to target the source of inflammatory mediators that significantly alter cellular dynamics and molecular pathways in the early stages of tumor recurrence.

## Introduction

The standard of care for newly diagnosed glioblastoma multiforme (GBM) is a multi-modality strategy beginning with maximal surgical resection followed by fractionated radiotherapy, (60Gy, 30–33 fractions of 1.8–2.0Gy) with temozolomide given during and after the irradiation [1]. In clinical trials, this strategy increased the median survival of GBM patients from 12.1 to 14.6 months, as well as increased the two-year survival rate from 10.4% to 26.5%. Though widespread adoption of this multimodality therapy has had meaningful benefit in the clinic, tumor recurrence remains the major challenge, especially in individuals age 80 and older [2, 3]. To treat recurrent brain tumors, stereotactic radiosurgery is an option used for previously irradiated primary brain tumors as well as brain metastases. This therapy uses high, single fraction doses of ionizing radiation (IR) to target the tumor volume. The maximum tolerated single fraction dose for radiosurgery is recommended as 15Gy for tumors 31-40mm, 18Gy for tumors 21-30mm, and 24Gy for tumors less than 20mm in diameter [4].

The majority of patients diagnosed with GBM will undergo radiation therapy as part of their clinical treatment. Despite an initial positive response, the nearly inevitable recurrence of the tumor is often attributed to therapeutic resistance including radiation-resistance, given that most recurrent GBMs are found within the prescribed radiation treatment volume, and the failure of radiation dose escalation to improve responses [5, 6]. Following irradiation, surviving cells and their progeny are often characterized as having a delayed non-clonal appearance with chromosomal aberrations, micronuclei, genetic mutations and enhanced cell death, generally referred to as radiation-induced genomic instability (reviewed by [7]). Current radiobiological understanding of the molecular and cellular response to IR is largely focused on the short-term period of hours to days following radiation exposure, as such these pre-clinical studies have contributed significantly to the success of radiation therapy in exerting considerable short-term tumor control. To address the long-term radiation response of GBM, we investigated how irradiation modulates the cellular dynamics and molecular signaling within GBM cell populations from days to months post-irradiation. Our findings provide insight into the evolution of GBM cell populations under the selective pressure of irradiation, suggesting critical determinates for successfully achieving cellular extinction within the primary and the recurrent tumor sub-populations. The experiments presented here examined long-term *in vitro* cellular responses, proliferation, and genome-wide transcriptome expression, as contrasted with *in vivo* xenograft growth dynamics and gene expression signatures of tumors grown from these irradiated GBM cell populations, to additionally gain insight into the role of the host in modifying tumor radio-response. Quantitative analysis via a cellular automaton model constructed using this data as a framework, points to the intervention and manipulation of the tumor cell-host environment days to weeks following the radiation insult as critical to slowing tumor growth, to quell a resurgence in post-irradiation tumor-population doubling.

## Materials and methods

### Ethics statement

Animal tumor model studies were performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Protocols used were approved by the Institutional Animal Care and Use Committee (IACUC) at Tufts University School of Medicine for studies using human U87-MG cells (Protocol: #P11-324). Institutions are AAALAC accredited and every effort was made to minimize animal distress.

### *In vitro c*ulture and irradiation

Previous studies from our team’s *in silico* modeling parameterized by biological measurements has led to increased understanding of the radiation response in glioma stem cell division and of cellular reprogramming following irradiation [8–10]. Using this integrated computational/wet-lab approach, we have added additional parameterization to explore tumor recurrence using the human U87-MG glioblastoma cell line (ATCC, Bethesda, MD). The human U87-MG glioblastoma cell line (ATCC, Bethesda, MD) was cultured in MEM (Life Technologies, Grand Island, NY) with 10% Fetal Bovine Serum (Lonza, Hopkinton, MA), maintained in a humidified 37°C incubator with 5% CO_2_, and authenticated by short-tandem repeat profiling. Cultures were treated with single doses of IR between 0 and 16Gy (Cesium-137 Gammacell irradiator) with a dose-rate of 0.48Gy per minute. For short-term radiobiological endpoints, cells were plated overnight before treatment and harvested at days 1, 4 or 6 post-irradiation. For the long-term endpoints, post-irradiation cells were harvested every 4 to 5 days for counting, viability testing and re-plating. A total of three independent experimental replicates were used at days 34, 35 and 36 post-irradiation and are referred collectively as “day 35”. Trypan-blue negative (viable) cells were measured using a Cellometer Auto T4 Cell Counter (Nexcelom Bioscience, Lawrence, MA).

### Post-irradiation *in vivo t*umor formation

U87-MG cells were plated overnight following exposure with acute doses of 8Gy (N = 8), 12Gy (N = 7) or 16Gy (N = 10), or by sham irradiation, 0Gy (N = 7). At 24 hours after the irradiation 2×10^6^ viable cells were subcutaneously injected into the caudal portion of the back of eight-week old male nude mice (Foxn1^nu^, Jackson Labs, Bar Harbor, ME). Animal weight and tumor size was measured daily. Mice were sacrificed when tumors reached 1500cm^2^. At necropsy tumor samples were snap frozen for RNA extraction with TRIzol (Life Technologies) and whole cell lysates made for western blotting.

### Post-irradiation population survival and cellular division

A standard of the radiation field, the clonogenic assay, was used to assess cell survival as a function of radiation dose as previously described [11]. Cell division following irradiation was also measured in the clonogenic assay using the lipophilic dye PKH-26 as instructed by the manufacturer (Sigma-Aldrich, St. Louis, MO). Cells were stained with 30μM and plated overnight before irradiation. Following colony formation, single cell suspensions were analyzed by flow cytometery on the FC500 (Beckman-Coulter, Brea, CA). The number of cell divisions was analyzed using ModFit LT3.2 software.

### Transcriptome expression

Genome-wide gene expression profiling was performed using HumanHT-12v4 expression bead chips on the Illumina iScan (Illumina, San Diego, CA) as previously described [11]. At days 1, 4, 6 or 35 after glioblastoma cell population exposures of 0, 8 or 16Gy, total RNA was collected using TRIzol (Life Technologies). A total of 3 independent replicates were used for short-term samples on days 1, 4, and 6 resulting in 27 microarrays (3 conditions × 3 replicates × 3 time points) while samples on day 35 used four experimental replicates resulting in an additional 12 microarrays for a total of 39 microarrays.

### Expression data pre-processing

The signal intensities for 47,300 total probes were exported with the GenomeStudio’s Gene Expression module version 1.6.0 (Illumina). Quantile normalization and log_2_ transformation was performed separately for short- (day 1, 4 and 6) and long- (day 35) term irradiations using GenePattern [12]. Short-term samples were also processed with ComBat to remove non-biological batch effects [13]. The dataset was collapsed to 31,322 unique genes and differential expression was measured using a one-way ANOVA followed by correction for multiple hypothesis testing. Using 12 groups by irradiation and time point resulted in 3,213 genes with a Bonferroni-Holm false discovery rate (FDR) less than 10% of which 281 genes displayed greater than ±1.5 fold-change compared to pre-irradiated time points (S1 Table). 

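The one-way analysis of variance over the 12 groups of dose and day was repeated on the authors' deposited log2 values. It was applied to the 20041 genes that the probes name, with the brightest probe standing for each gene. A Bonferroni-Holm adjusted p under 0.10 was reached by 2797 genes. Of these, 416 also had a fold change over 1.5 against 0Gy of the same day in at least 1 of the 8 comparisons of dose and day. With Benjamini-Hochberg adjustment of the same test, 13372 genes passed and 1074 of them also passed the fold threshold. The test asks whether any of the 12 groups differ, so it also counts genes that changed with time in unirradiated cells, and it sets day 35 beside short-term values that were normalized separately. Between 0Gy cultures of days 1 and 4, limma called 726 of the genes it tested.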

Microarray data is available at the Gene Expression Omnibus (GEO) repository under accession number GSE56937.

### Microarray data analysis

The 281 statistically significant genes were uploaded to DAVID version 6.7 resulting in a 273 gene list with 8 unannotated genes [14, 15]. Functional annotation clustering was used to measure the relationships between annotated terms and the degree of similarity to the input gene list. The calculated EASE p-value is a modified Fisher Exact p-value to determine the gene-enrichment within the annotation terms. Redundant annotations are clustered together based on similar gene members using high stringency resulting in an overall rank enrichment of the annotation term group based on the geometric mean of the cluster EASE scores. Functional gene classification was used to cluster gene-to-gene similarity with shared functional annotations.

Characterization of the pre-processed list of 31,322 genes for each experimental condition relative to the pre-irradiated control was performed using Gene Set Enrichment Analysis (GSEA) [16]. Samples were compared to the Gene Ontology C5 collection in the Molecular Signatures Database containing more than 1400 gene sets. Results indicated a significant number of gene sets with a statistically conservative familywise error rate (FWER) correction less than 5% (S2 Table). The Enrichment Map plug-in for cytoscape was used to visualize related gene sets [17].

### Quantitative RT-PCR and western blotting

Validation of gene expression was performed on the 7500 Real-Time PCR System (Applied Biosystems, Carlsbad, CA). After normalization to a multiplexed 18S housekeeping probe, gene expression for the target probe was calculated using the 2^-ΔΔCt^ method relative to the pre-irradiated control. All probes were purchased from Applied Biosystems. Protein expression via western blotting was performed as previously described [18] using 10μg of total protein extracted from tissue lysates from *in vivo* tumor experiments at 0, 8 and 12Gy using IL6 and IL8 antibodies (Abcam, Cambridge, MA).

### *In silico* cellular automaton model of post-irradiation tumor dynamics

A cellular automaton model based on rules for independent cells in response to their local environment was used to model tumor growth as previously published [8, 9]. Three cell states were defined: proliferative, quiescent (or transiently arrested) and non-proliferative (stably arrested) but metabolically active (NPMA). The addition of the NPMA phenotype from our previous model fits with the previously observed senescence-associated secretory phenotype (SASP) [19]. The SASP phenotype has been implicated as both tumor suppressive and promoting, is associated with inflammation and may be acquired following high dose IR exposure [20, 21]. Previously estimated model parameterization for migration frequency (*μ)*, cellular maturity (*m*), probability of cell death per day (*p*_*a*_) and probability to undergo mitosis (*p*_*d*_) were used as described by Gao, *et al*. [8]. The extension of this model to the case following radiation exposure adds a NPMA state due to some irradiated cells losing the ability to divide but remaining viable. These cells are distinguished from other forms of radiation-induced inactivation (*i*.*e*. cell death) with a probability of becoming a NPMA cell (*p*_*s*_) versus the probability of death (1-*p*_*s*_). Continuous tumor growth is allowed in the context of the bulk environmental carrying capacity constraints in aggregate (*e*.*g*. extracellular matrix, vasculature and immunity).

## Results

### Following high-dose radiation exposure, long-term GBM cell population growth dynamics show an escape from extinction and restoration of the dynamics existing in the pre-irradiated state

Acute delivery of high dose IR to GBM cell populations were used to investigate how the dynamics of those surviving GBM cells are perturbed post-irradiation. In doing so, we consider that it is the surviving cells that escape population extinction and give rise to any tumor recurrence. To study the rebounding population after high doses of IR, measures of clonogenic survival were used to determine the dose necessary to achieve a minimal survival probability that, never-the-less, maintained long-term reproductive capacity for the U87-MG cell populations. Fitting to the established linear-quadratic model resulted in a population survival of 2.55% at 8Gy and 0.009% at 16Gy (Fig 1A). Resolution of the structure of the short-term growth dynamics following 8 or 16Gy, was examined *in vitro* by monitoring cell population growth over two weeks (Fig 1B). A marked reduction in the growth capacity of the irradiated cell populations was detected, though an exponential growth rate was still observed for the 8Gy irradiated samples (R^2^ = 0.9182) compared to the 0Gy control (R^2^ = 0.9299). However, no growth capacity was evident for the irradiated population with 16Gy (R^2^ = 0.1651) and the number of viable cells was relatively constant over this same two-week period. These findings are consistent with, and these investigations augment, considerable previous *in vitro* studies on GBM cellular response to IR that typically monitor cells (*e*.*g*. expression of cell cycle checkpoint genes for execution of DNA repair) for short periods of time after exposure.

**Fig 1:**
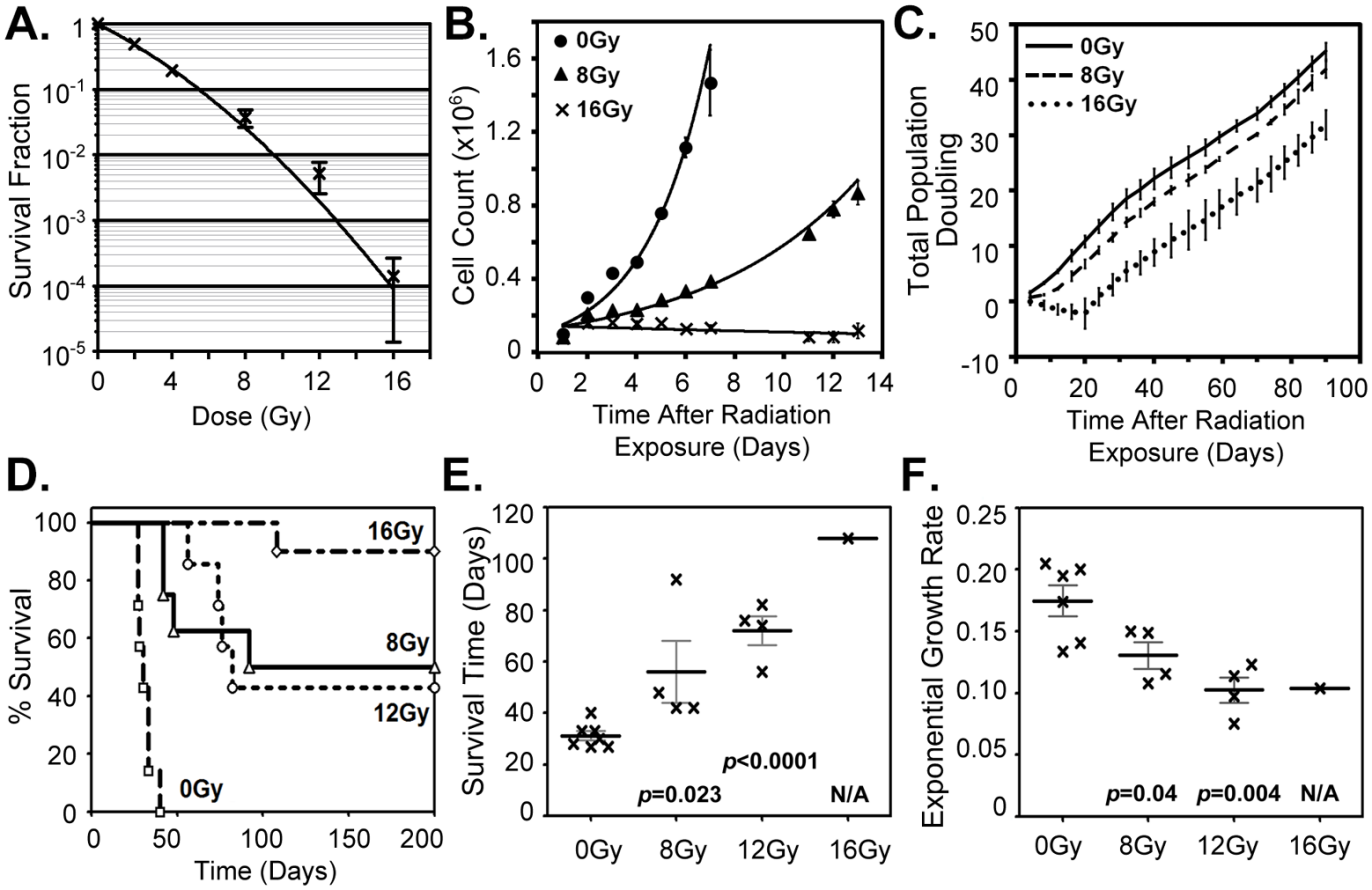
Short- and long-term GBM cell population response to ionizing radiation. (A.) The fraction of U87-MG cells with clonogenic capacity following 0 to 16Gy. N = 4, SEM is shown. (B.) Irradiated cell population short-term growth dynamics demonstrates a reduced ability to sustain the GBM cell population. Cells plated immediately after exposure to 0, 8 or 16Gy. N = 2, SD is shown. (C.) Examination of the long-term population doubling dynamics following 0, 8 or 16Gy. The cell population doubling rates for both 8 and 16Gy populations were observed to rebound to essentially that of the original pre-irradiated GBM cell population. N = 3, SD is shown. (D. to E.) Data on U87-MG xenografts grown from subcutaneous injection of 2x10^6^ U87-MG cells 24 hours after *ex vivo* irradiation of 0, 8, 12 or 16Gy. (D.) Kaplin-Meier survival of mice injected with control 0Gy (0 of 7) or irradiated U87-MG cells receiving 8Gy (4 of 8), 12Gy (3 of 7) or 16Gy (9 of 10). (E.) Average survival time for 0Gy, 8Gy, 12Gy and 16Gy. (F.) *In vivo* growth rates of “recurrent” tumors, grown from post-irradiated cells, to exponential fits above 200mm^3^. *p-values* are compared to 0Gy controls.

To gain critical insight on the inevitable regrowth of GBM cell populations following radiation treatment, we shifted focus to the examination of long-term response by measuring the proliferative capacity and molecular modulation of the surviving irradiated cells and their progeny over extended post-irradiation periods. To this end, GBM cells, irradiated with 0, 8 or 16Gy, were cultured and counted every 4 to 5 days for up to 90 days (Fig 1C). At 4 and 8 days after irradiation, decreased population growth was again clearly evident in the 8Gy and 16Gy samples. Yet, strikingly, after approximately one week the 8Gy samples recovered their original proliferative capacity and exhibited the population doubling time of the pre-irradiated population. Similarly, although the proliferative capacity of the 16Gy irradiated samples (with 0.009% survival), decreased for up to three weeks post-irradiation (days 4 to 20), the population self-restored its apparent full proliferative capacity and also achieved a growth rate comparable to that of the pre-irradiated GBM cell population. These irradiated populations maintained this restored pre-irradiated growth rate for the duration of the time measured, three months. Notably, these results suggest that the large cytotoxic selection pressures, exerted on GBM cell populations due to exposure to high doses of IR, fail to significantly alter the intrinsic growth dynamics of the recurrent GBM cell population over the long run (as measured *in vitro*). Such findings highlight the need to fully understand such tumor population-level restorative mechanisms that can compensate for, and thereby rival, the cell-level killing action of irradiation.

To contrast these findings with *in vivo* growth dynamics of the viable progeny from the irradiated GBM cell population, a tumor xenograft model was established. U87-MG cell populations were irradiated *ex vivo* with 0, 8, 12 or 16Gy at 24 hours prior to the implantation of the equivalent numbers of viable cells for each condition. This model allows direct time-dependent measurement of the tumor volume, as well as isolation of the radiation-response of the tumor cell population under investigation, without the confounding damage to the surrounding normal tissue as is unavoidable when irradiating tumors *in situ* (e.g. tumor bed effect). This permitted our observation of changes emanating directly from the irradiated GBM cell population, along with facilitating the integration *in vivo* responses with an *ex vivo* radiation, which complements the parallel *in vitro* studies. Tumor formation was observed in 7 of 7 mice for GBM cells irradiated with 0Gy, 4 of 8 mice for cells irradiated with 8Gy, 4 of 7 mice for cells irradiated with 12Gy and 1 of 10 mice for cells irradiated with 16Gy (Fig 1D). In contrast to the restoration of population growth rates demonstrated for the these same cells *in vitro*, following an initial period of growth inhibition post-irradiation, fitting the individual *in vivo* exponential growth rates above 200mm^3^ tumor volumes demonstrated a statistically significant decrease in the growth potential of the irradiated population occurred with dose (Fig 1F). The noteworthy discrepancy, between the *in vitro* and *in vivo* population growth rate data post-irradiation, demonstrates the *in vivo* host system critically modulates the intrinsic proliferative potential of the surviving GBM cells, resulting in this case in a significantly reduced capacity for *in vivo* regrowth as compared to that of the control 0Gy tumor population.

### *In vitro* gene expression of high-dose-irradiated GBM cells reveals a robust inflammatory response prior to population recovery with echoes of a radiation damage response after escape from cellular extinction

The short-term molecular response to high-dose IR exposure was explored in GBM cell populations *in vitro*, with genome-wide expression microarrays run at 1, 4 or 6 days after irradiation with 0, 8 or 16Gy. In addition, expression data at 35 days after IR exposure was also collected and examined at which a resurgence of cell population doubling indicated a recovery growth rate similar to that of the pre-irradiated control population. 

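RNA from U87-MG cells, an established human glioblastoma line grown in culture, was hybridized to Illumina HumanHT-12 v4 bead arrays. Cells received a single dose of 0, 8 or 16Gy, and were harvested 1, 4, 6 or 35 days later. Each dose had 3 samples on each of days 1, 4 and 6, and 4 samples on day 35, for 39 samples in all. The values used were the authors' deposited log2 signals of 47300 probes. The authors had quantile normalized the 27 short-term and the 12 day 35 samples separately, and had run ComBat on the short-term samples for batches that neither the deposited labels nor the paper's text name. On days 1, 4 and 6, the sample numbered 1 of each dose is the authors' average of 2 technical runs. The deposited labels state that controls were sham irradiated in parallel with each replicate, and samples of a day with the same replicate number were taken as a pair on this basis. The day 35 replicates are described as 4 samples from 3 independent experiments, and which of them share an experiment is not stated. A gene was tested when its signal exceeded the background in every sample of at least 1 group, a filter chosen after the deposited values were seen. Background was taken from 455 probes of olfactory receptor genes, of which a share under 0.05 had to be brighter than the gene. The threshold lay between 6.78 and 6.91 on the log2 scale in the 39 samples, and 11296 genes passed. Differences from 0Gy of the same day were tested with limma, with the replicate number in the fit of days 1, 4 and 6 and without it on day 35. The median standard error of a log2 fold change was 0.13 on days 1, 4 and 6 and 0.15 on day 35, and the number of arrays limits this precision.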

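A gene was called at a Benjamini-Hochberg adjusted p under 0.10 and a fold change over 1.5 in either direction, and 1136 genes met both in at least 1 comparison with 0Gy of the same day. When the dose labels were redrawn within each day 100 times, 5 of the draws, the real labels included, gave as many genes, with 1650 in the highest. The draws ignore the replicate numbers, and what made the high draws was not tested. Other splits of 1 dose and 0Gy of the same day gave at most 1 and 2 genes on day 4 (202 and 527 real, at 8Gy and 16Gy). They gave at most 0 and 1 on day 6 (365 and 888 real), but up to 77 and 106 on day 1 (15 and 138 real). The gene with the largest log2 fold change was PI3, which encodes the elastase inhibitor elafin. Its log2 signal on day 6 was 13.25 ± 0.35 (SD, n = 3) at 16Gy and 8.07 ± 0.90 (SD, n = 3) at 0Gy. This is a log2 fold change of 5.18 (standard error 0.22, adjusted p = 2.2e-16), and PI3 was higher in 3 of 3 pairs of samples. CCL3L3 and CCL3, chemokine genes that are near copies of each other and whose probes are not independent measurements, were also higher at 16Gy on day 6. Their mean signals at 0Gy were under background, so they were at least 16.1-fold and at least 15.3-fold higher. The largest fall was in SCD, a fatty acid desaturase. Its log2 signal on day 6 was 10.91 ± 0.72 (SD, n = 3) at 16Gy and 13.58 ± 0.33 (SD, n = 3) at 0Gy, a log2 fold change of -2.67 (standard error 0.30, adjusted p = 1.3e-07).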

Following high-dose exposure, a total of 281 genes were found with a significant differential expression compared to pre-irradiated control samples (FDR <10% and >±1.5-fold change; Fig 2A and S1 Table). Regardless of the details of the dose (8 vs 16Gy), the irradiated GBM cell populations exhibited a strong time-dependent perturbation in gene expression peaking 6 days after exposure (Fig 2B and 2C). 

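On day 1, 15 genes were called at 8Gy and 138 at 16Gy. On day 4 the counts were 202 and 527, and on day 6 they were 365 and 888. The share of called genes that were higher than at 0Gy at 16Gy was 49.3% on day 1, 66.4% on day 4 and 52.0% on day 6. The day 1 counts rest on single samples. At 8Gy it was 6 without the replicate term in the fit. The 8Gy count was 0, 5 or 72 without 0Gy replicate 1, 2 or 3, and 2, 2 or 31 without 8Gy replicate 1, 2 or 3. At 16Gy it was 91, 64 or 226 without 0Gy replicate 1, 2 or 3, and 55 without 16Gy replicate 3. The difference between days was tested as an interaction of dose and day. From day 1 to day 4 the effect of 16Gy changed in 521 genes, of which 258 moved up and 263 down, and the count was 332 without 0Gy day 4 replicate 3. For 8Gy this held for 44 genes, and for 25 without 0Gy day 1 replicate 1, 4 without 0Gy day 4 replicate 3, 8 without 8Gy day 1 replicate 2 and 10 without 8Gy day 4 replicate 2. Without the replicate term it was 5. From day 4 to day 6 the effect of 16Gy changed in 7 genes. SERPINB4, CXCL5, PI3, ESM1 and GNG11 rose further, and ASPM and ANGPT1 fell further. This count was 0 without the replicate term. It was also 0 without replicate 2 of 0Gy or 16Gy on day 4, or without 0Gy replicate 3, 16Gy replicate 2 or 16Gy replicate 3 on day 6. It was 4 without 0Gy day 4 replicate 3, and 1 without 16Gy day 4 replicate 3 or 0Gy day 6 replicate 1. For 8Gy limma called 0 genes between days 4 and 6, with 386 genes at an unadjusted p under 0.05, and 1 gene without 0Gy day 4 replicate 3, 0Gy day 6 replicate 1 or 0Gy day 6 replicate 2. The 386 are fewer than a share of 0.05 of the 11296 genes tested, which would lie there if no gene changed.

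**Figure D1:**
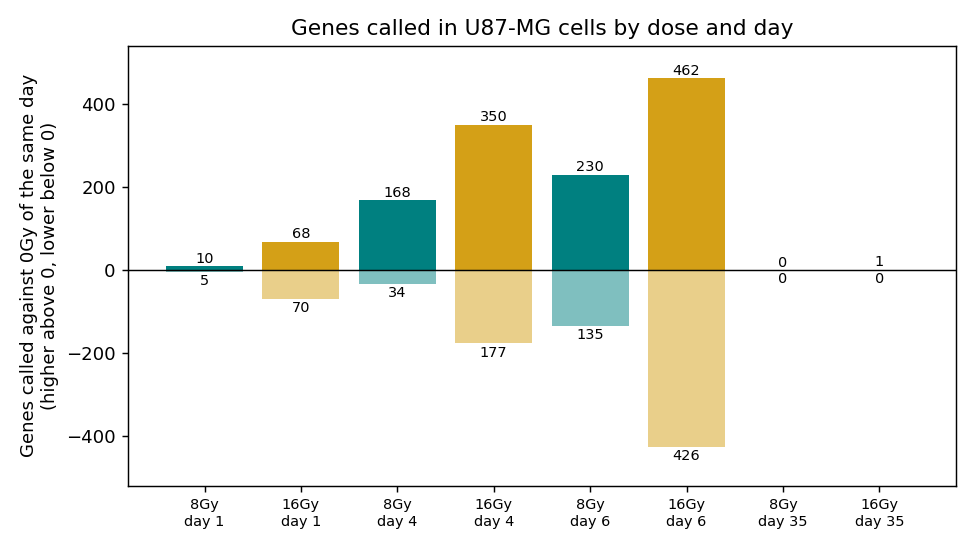
Genes called in U87-MG cells against 0Gy of the same day, by dose and day (horizontal axis). Bars above 0 count the genes that were higher and bars below 0 those that were lower; the bars are longest at 16Gy on day 6, with 462 higher and 426 lower.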

At day 1, the earliest time examined, expression of well-known radiation-related genes were observed such as cyclin-dependent kinase inhibitor 1A (*CDKN1A*), DNA-damage-inducible transcript 4-like (*DDIT4L*) and critical cell cycle regulator cyclin A2 (*CCNA2*). Yet, the greatest alteration of overall transcription was observed on days 4 and 6 following radiation exposure with considerable gene overlap observed on these days (184 of 281 significantly expressed genes). 

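CDKN1A encodes the cell cycle inhibitor p21. On day 1 its log2 signal was 12.52 ± 0.12 (SD, n = 3) at 0Gy, 13.13 ± 0.13 (SD, n = 3) at 8Gy and 13.28 ± 0.27 (SD, n = 3) at 16Gy. The log2 fold change was 0.76 at 16Gy (standard error 0.12, adjusted p = 0.0010) and 0.61 at 8Gy (standard error 0.12, adjusted p = 0.052), with 3 of 3 pairs higher at both doses. The call at 8Gy was lost without replicate 1 or 2 of 0Gy or of 8Gy. CDKN1A stayed higher at 16Gy on days 4 and 6, with log2 fold changes of 0.69 and 0.79. DDIT4L, an inhibitor of mTOR signalling, was not called on day 1. Its log2 fold change was 0.56 at 16Gy (standard error 0.18, adjusted p = 0.11) and 0.63 at 8Gy (standard error 0.18, adjusted p = 0.21), and it was called at 16Gy without 0Gy replicate 3. DDIT4L was called at 16Gy on day 4, at a log2 fold change of 0.87, and on day 6, at 0.97. CCNA2 was lower at 16Gy on day 1, at 9.57 ± 0.32 (SD, n = 3) against 10.51 ± 0.27 (SD, n = 3) at 0Gy. This is a log2 fold change of -0.94 (standard error 0.19, adjusted p = 0.012), which was not called without 16Gy replicate 3. At 8Gy CCNA2 was not called (log2 fold change -0.66, adjusted p = 0.21), except without 0Gy replicate 3. On day 4 CCNA2 at 16Gy did not differ from 0Gy beyond the replicate error (log2 fold change 0.07, standard error 0.19), when its 0Gy signal was 9.06 ± 0.30 (SD, n = 3). For a single gene with 3 samples against 3, an exact permutation test cannot go below 0.10. The largest rise on day 1 was in GDF15 at 16Gy, with a log2 fold change of 2.11 (standard error 0.32, adjusted p = 7.8e-04).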

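At either dose, 140 genes were called on day 1, 531 on day 4 and 924 on day 6. The day 1 count was 91, 64 or 242 without 0Gy day 1 replicate 1, 2 or 3, and 64 without 16Gy day 1 replicate 3. Days 4 and 6 shared 406 genes, which are 76.5% of those of day 4, where independent lists of these sizes would share 43.4. At 16Gy alone the days shared 399 genes, all of them changed in the same direction, with 274 higher and 125 lower. Independent lists would share 14.3 and 6.68. The 3 short-term days had 29 genes in common, and 87 genes were called on day 1 only, 120 on day 4 only and 499 on day 6 only.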

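On day 35, limma called 0 genes at 8Gy, with 69 at an unadjusted p under 0.05, and 1 gene at 16Gy, with 445. If no gene changed, a share of 0.05 of the 11296 genes tested would lie there, and 69 and 445 are both fewer. The gene called at 16Gy was IL36RN. The count of called genes at 16Gy was 0 without any 1 of the 4 samples at 0Gy or without 16Gy replicate 2, and 2 without 16Gy replicate 4. With the replicate number as a block the counts were 0 and 9. The genes called with the block, all higher at 16Gy and named here after their values were seen, were CXCL8, IL1B, IL36B, IL36RN, MEG3, MMP3, PI3, PTGES and TMEM132A. MMP3 had the smallest adjusted p of them. Its log2 signal was 11.17 ± 0.94 (SD, n = 4) at 16Gy and 9.38 ± 0.91 (SD, n = 4) at 0Gy, a log2 fold change of 1.79 (standard error 0.16 and adjusted p = 0.0022 with the block), and it was higher in 4 of 4 pairs. The analysis of variance over all 12 groups gave 5 genes at 8Gy and 21 at 16Gy with Bonferroni-Holm adjustment, and 6 and 68 with Benjamini-Hochberg adjustment. With Bonferroni-Holm adjustment it gave 22 genes at either dose. When the test was restricted to the 3 groups of day 35, 0 of them passed either adjustment, and 9 had an unadjusted p under 0.05. No gene at all passed either adjustment in that restricted test, so the 0 says nothing about these 22 in particular. In limma without the block, 17 of the 22 had an unadjusted p under 0.05 at 16Gy, though they were chosen on these samples. In simulated data with the spread of the day 35 samples, 73.1% of genes changed 2-fold were called at 8Gy and 77.6% at 16Gy. The simulated samples of the same number shared only a small deviation. In the real samples of day 35 the deviations of the same number had mean correlations of 0.28 to 0.71. The simulated shares may therefore not hold for the real day 35 samples, and the low counts do not show that few genes differed.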

At longer times post-exposure, day 35, considerably fewer genes were determined to be significantly expressed, with 5 and 21 genes for 8 and 16Gy respectively. 

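C1QTNF1, CYSRT1 (C9ORF169), IGFBP1, IL1B, CXCL8 (IL8), PI3 and RRAD were followed over the 4 days; the study chose these 7 genes on the same samples. At 16Gy all 7 were called higher on days 4 and 6. At 8Gy CYSRT1 was the exception on both days, with log2 fold changes of 0.60 and 0.55 that did not pass. On day 1 at 16Gy, C1QTNF1, CYSRT1, IL1B and RRAD were called, with log2 fold changes of 0.82, 1.45, 0.79 and 0.99. IL1B was not called without 0Gy replicate 2 or 3 or 16Gy replicate 1 or 3, and RRAD was not called without 0Gy replicate 1 or 2 or 16Gy replicate 2 or 3. Not called at 16Gy on day 1 were PI3 (log2 fold change 0.71, adjusted p = 0.1045), CXCL8 (0.54, adjusted p = 0.45) and IGFBP1 (0.44, adjusted p = 0.47). On day 35 none of the 7 was called at 16Gy without the block. The log2 fold change of PI3 was then 2.17 (standard error 0.46, adjusted p = 0.82), with 9.34 ± 0.99 (SD, n = 4) at 16Gy and 7.17 ± 0.26 (SD, n = 4) at 0Gy. PI3 passed without 16Gy replicate 4, and with the replicate block its adjusted p was 0.034. CXCL8 and IL1B had log2 fold changes of 1.52 and 1.21 and adjusted p of 0.015 with the block. The log2 fold change was 0.82 for RRAD, 0.81 for C1QTNF1 and 0.60 for CYSRT1, which did not pass with the block either. IGFBP1 had a lower mean on day 35, at 7.92 ± 0.51 (SD, n = 4) at 16Gy against 8.61 ± 0.17 (SD, n = 4) at 0Gy. This fall is not established (two-sided exact permutation test, p = 0.11). Limma thus called 0 genes on every day, and 1, IL1B, with the block on day 35. The analysis of variance over 12 groups gave 6 with Bonferroni-Holm adjustment, the 7 genes without IGFBP1.

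**Figure D2:**
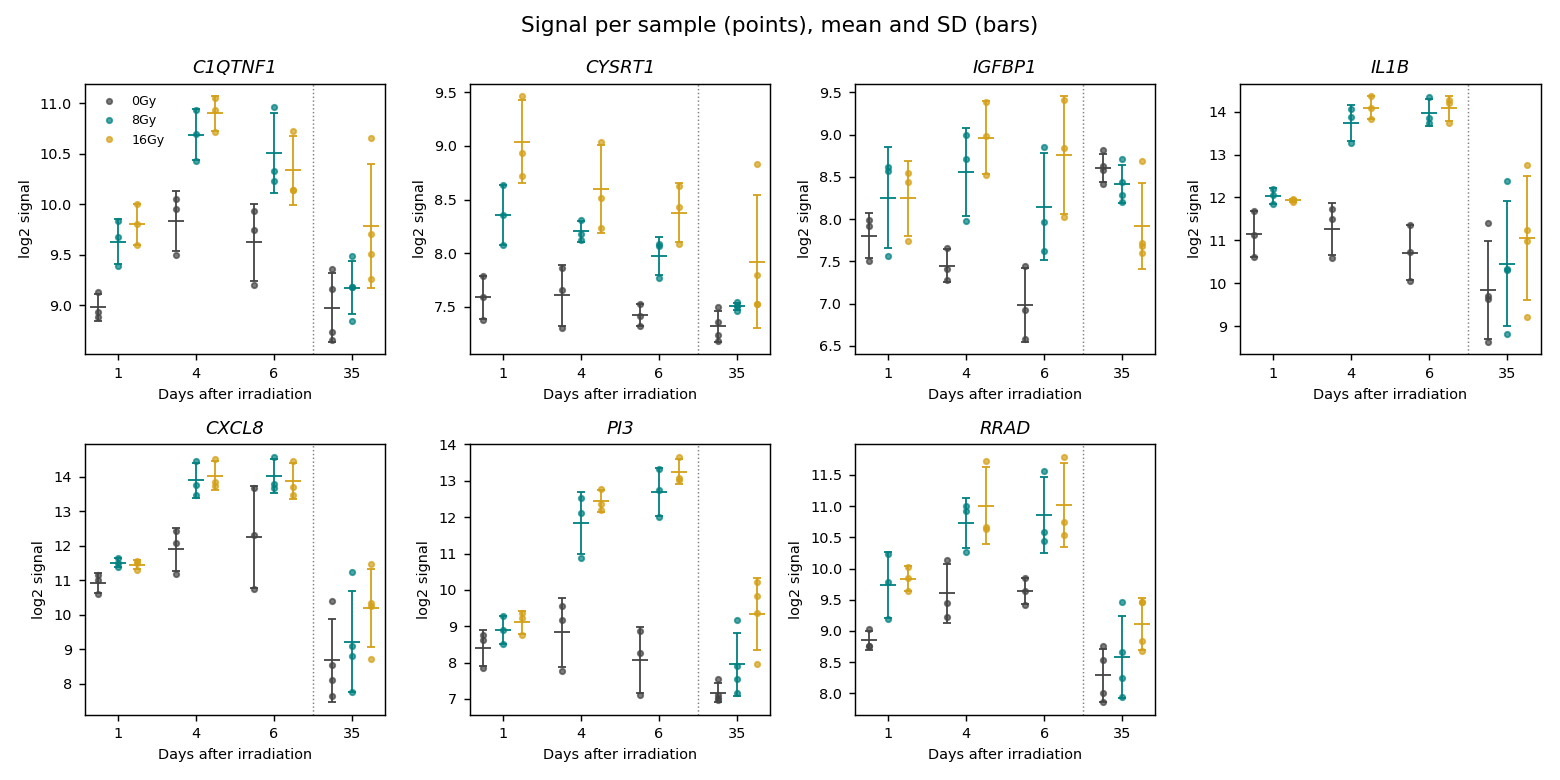
Log2 signal of the 7 genes (vertical axes) by day after irradiation (horizontal axes) at 0, 8 and 16Gy. Points are samples and bars the mean and SD; the dotted line parts day 35, which was normalized separately, and IGFBP1 is the gene whose 16Gy mean lies below 0Gy there.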

Noteworthy were a unique set of 7 genes found to be significantly dysregulated at every time point investigated: *C1QTNF1*, *C9ORF169*, *IGFBP1*, *IL1B*, *IL8*, *PI3*, and *RRAD* (Fig 2C).

**Fig 2:**
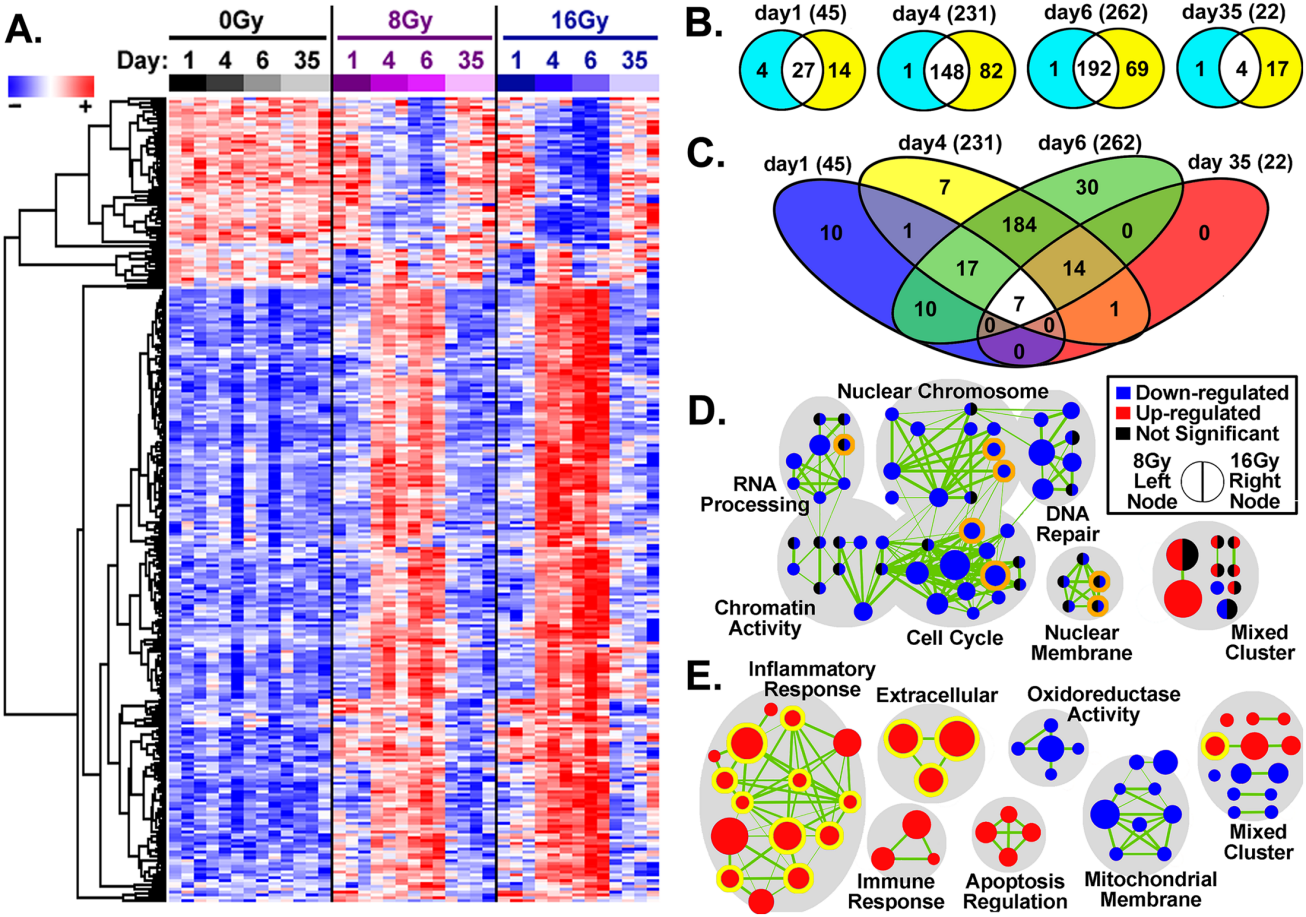
Genome-wide expression analysis of the U87-MG cell population at 1, 4, 6 and 35 days after irradiation. (A.) Time and dose dependence of hierarchical gene clustering using an Euclidean algorithm for the 281 genes with statistically significant differential regulation. Note the considerable overall dysregulation pattern detected for these genes at days 4 and 6 (to a lesser extent at day 1) post-irradiation, is seen to largely self-correct by day 35. (B.) Number of statistically significant genes by day comparing 8Gy (turquoise/white fills) versus 16Gy (yellow/white fills). Note 16Gy consistently regulated more genes at each time point. (C.) Number of statistically significant genes by day with unique genes after combining results from 8Gy and 16Gy gene lists. Number of unique genes are shown in parentheses. (D. & E.) GSEA overlapping gene sets as a network connectivity maps for similar gene sets (nodes) were created for (D.) day 1 and (E.) day 4. A robust inflammatory signature is observed days following irradiation corresponding to the decreased population doubling of the irradiated cell populations. Following escape from extinction (day 35), a lesser response in common with the early exposure (day1) is observed. Node size is indicative of the number of genes in the set, while edge thickness (green lines) is proportional to the gene overlap between gene-sets. There were 7 genes sets in common between days 1 and 35 (orange outlined nodes) and 14-gene sets in common between days 4 and 6 (yellow outlined nodes).

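The calls at both doses of a day rest on the same 0Gy samples, which alone makes the log2 fold changes of the doses correlate. Groups simulated without any change against the real spread gave a correlation across genes of 0.50 on each day and shared 0 called genes in each of 10 simulations. The simulated samples were independent of each other, so 0.50 is not the value to be met where samples of the same number vary together, as on day 35. In the data the correlation across genes, which are not independent replicates, was 0.79 on day 1, 0.90 on day 4, 0.86 on day 6 and 0.11 on day 35. The doses shared 13 called genes on day 1, 198 on day 4 and 329 on day 6, each changed in the same direction. On day 1 the shared count was 0, 5 or 56 without 0Gy replicate 1, 2 or 3, and 2, 2 or 25 without 8Gy replicate 1, 2 or 3; it was 6 without 16Gy day 4 replicate 2, without 0Gy day 6 replicate 2, or without the replicate term. Only at 8Gy were 2, 4 and 36 genes called on these days. The doses were also compared directly. On day 6, 45 genes differed between 16 and 8Gy, 34 higher and 11 lower at 16Gy. The count was 27 without 16Gy replicate 2, 11 without 16Gy replicate 3, 70 without 8Gy replicate 1 and 4 without 8Gy replicate 3. ESM1, an endothelial proteoglycan, had the smallest adjusted p, with a log2 difference of 1.81 (standard error 0.20, adjusted p = 8.0e-06). On day 4, CCL3L3 and MMP12 differed between the doses. The day 4 count was 7 without 16Gy replicate 1, 0 without 16Gy replicate 3, and 4, 6 or 0 without 8Gy replicate 1, 2 or 3. Without the replicate term it was 0. Limma called 0 genes between the doses on day 1, with 394 at an unadjusted p under 0.05, and 0 on day 35, with 523. Both 394 and 523 are fewer than a share of 0.05 of the 11296 genes tested, which would lie there if no gene changed.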

To understand the functional relevance of the list of aggregated genes, GSEA and network mapping were used as an independent method to interpret the biological significance, find coordinated alteration in functional pathways and provide increased temporal understanding [16]. The resulting network on day 4 was highly similar to that of day 6 while day 35 contained too few connective gene sets to make a functional network. Thus, the clustering of similar biological networks were created for days 1 and 4 post-irradiation and overlapping gene sets for days 6 and 35 were highlighted (Fig 2D and 2E). 

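Shifts of whole gene lists were tested with camera of the limma package, which compares a list's genes with all other genes tested. The lists are not the Gene Ontology sets that the paper tested with GSEA, which were not available here. An adjusted p under 0.05 over the lists of a comparison counted as a shift, with a preset correlation between genes of 0.01. On day 1 at 16Gy, the 40 genes of a mitosis list had a median log2 fold change of -0.42 (adjusted p = 2.9e-20), which did not pass with the correlation estimated from the data (0.12). Of these 10 were called lower and none higher (13 lower when adjusted over the list alone). The 34 genes of DNA replication had a median of -0.48 (adjusted p = 3.8e-20), with 10 called lower (12 adjusted over the list alone). The 30 genes of DNA repair shifted down as well, with a median of -0.23 (adjusted p = 2.3e-08). In that list 1 gene was called, BARD1 (log2 fold change -0.73, also 1 adjusted over the list alone), which was not called without 0Gy replicate 2 or 16Gy replicate 3. The 29 targets of p53 had a median of 0.26 (adjusted p = 1.4e-12). GDF15, CDKN1A and GADD45A were called higher among them (3 adjusted over the list alone), and GADD45A was not called without 0Gy replicate 1 or 2 or 16Gy replicate 2 or 3. With the estimated correlation, DNA replication (adjusted p = 0.023), DNA repair (0.020) and p53 targets (6.1e-04) still shifted. On day 4 at 16Gy, DNA replication and DNA repair did not shift, with medians of -0.04 (adjusted p = 0.54) and -0.03 (0.83). The mitosis list had a median of 0.13 (adjusted p = 0.0082), which did not pass with the estimated correlation (0.65) or without 0Gy replicate 2 (0.31). The 72 genes of the respiratory chain and ATP synthase had a median of -0.08 on day 4 at 16Gy (adjusted p = 0.047). This did not pass with the estimated correlation (0.55), or without 0Gy replicate 1 (0.20), 16Gy replicate 1 (0.52) or 16Gy replicate 2 (0.15). At 8Gy its median was -0.09 (adjusted p = 0.0046, and 0.33 with the estimated correlation), which did not pass without replicate 1 of 0Gy (0.071) or of 8Gy (0.065). The 25 genes of mitochondrial protein import did not shift on day 4, with a median of -0.06 at 16Gy (adjusted p = 0.55).

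**Figure D3:**
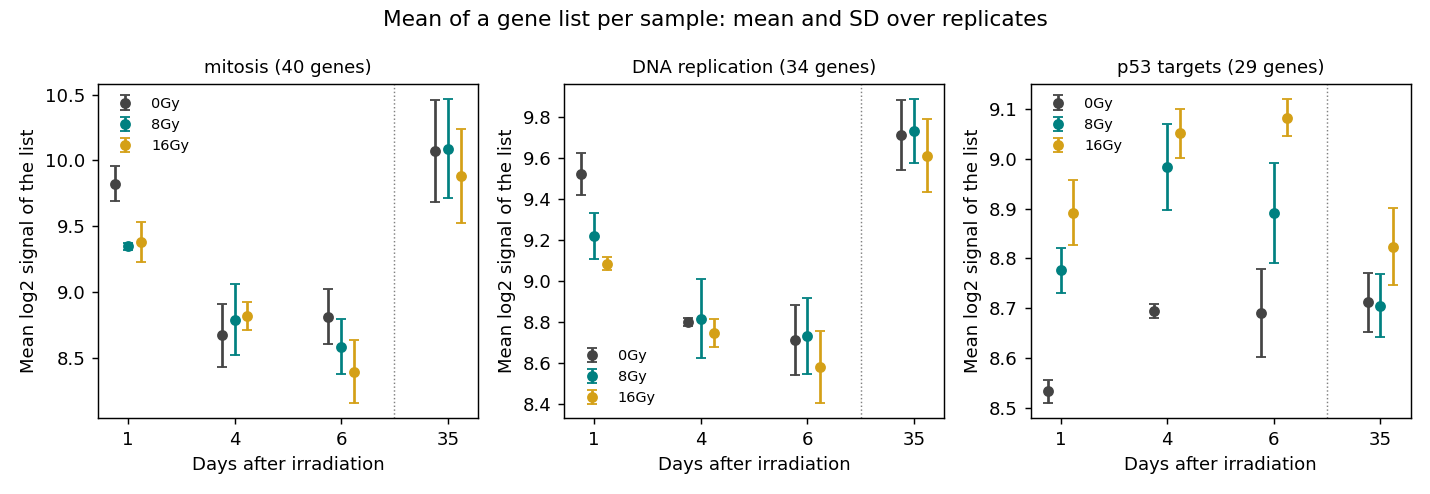
Mean log2 signal of the mitosis, DNA replication and p53 target lists (vertical axes) by day after irradiation (horizontal axes), with the mean and SD over the samples of a dose. The dotted line parts day 35, which was normalized separately; the mitosis mean at 0Gy was 9.82 on day 1 and 8.67 on day 4.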

Examination of the most common gene sets in these networks reveals a temporal pattern shifting away from regulation of the classic radiation-induced genetic response of DNA damage repair and cell cycle arrest (Fig 2D), to exhibit a strong up-regulated inflammatory response accompanied by down-regulation in cellular mitochondrial membrane functions at day 4 (Fig 2D). 

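Of 28 senescence-associated secreted factors, 19 were called higher and none lower at 16Gy on day 4 (also 19 adjusted over the list alone), and 18 were higher and 1 lower on day 6 (18 and 1). The medians of the list were 0.90 and 1.47 on the log2 scale. Of 24 regulators and targets of NF-kB, 14 were higher on day 4 and 8 on day 6 (14 and 8 adjusted over the list alone), with medians of 0.63 and 0.46. Of 14 interleukins and colony-stimulating factors, 7 were higher on each day (7 adjusted over the list alone), with medians of 0.45 and 0.49. These lists share genes. A gene at background in all 0Gy groups is tested only if an irradiated group lies above background, so these counts and medians favour rises. At 8Gy on day 4 the calls were 15, 8 and 6 genes in the 3 lists, all higher (16, 8 and 6 adjusted over the list alone). At 16Gy on day 6 the camera adjusted p was 4.5e-23 for the secreted factors, 8.5e-11 for NF-kB and 4.1e-09 for the interleukin list. The shifts at 16Gy held with the estimated correlation on both days, the largest value being 0.021 for NF-kB on day 6. IL6 rose from 9.94 ± 1.12 (SD, n = 3) at 0Gy to 13.15 ± 0.58 (SD, n = 3) at 16Gy on day 4, a log2 fold change of 3.21 (standard error 0.36, adjusted p = 2.5e-07). PTGS2, which encodes cyclooxygenase 2, had a log2 fold change of 2.83 on day 6 (standard error 0.25, adjusted p = 9.3e-10). From the gene sets of days 1 and 4, the paper concludes that the response moved with time from DNA damage and cell cycle arrest to inflammation (Fig 2D and 2E). The p53 targets had medians on days 1, 4 and 6 of 0.26, 0.33 and 0.36 at 16Gy, and 0.20, 0.23 and 0.10 at 8Gy. At 16Gy their change from day 1 to day 4 did not pass (camera adjusted p = 0.85), so this list stayed up beside the inflammatory ones. The DNA replication mean fell from 9.52 to 8.80 at 0Gy and from 9.09 to 8.75 at 16Gy, so its lost difference on day 4 is not a recovery at 16Gy.

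**Figure D4:**
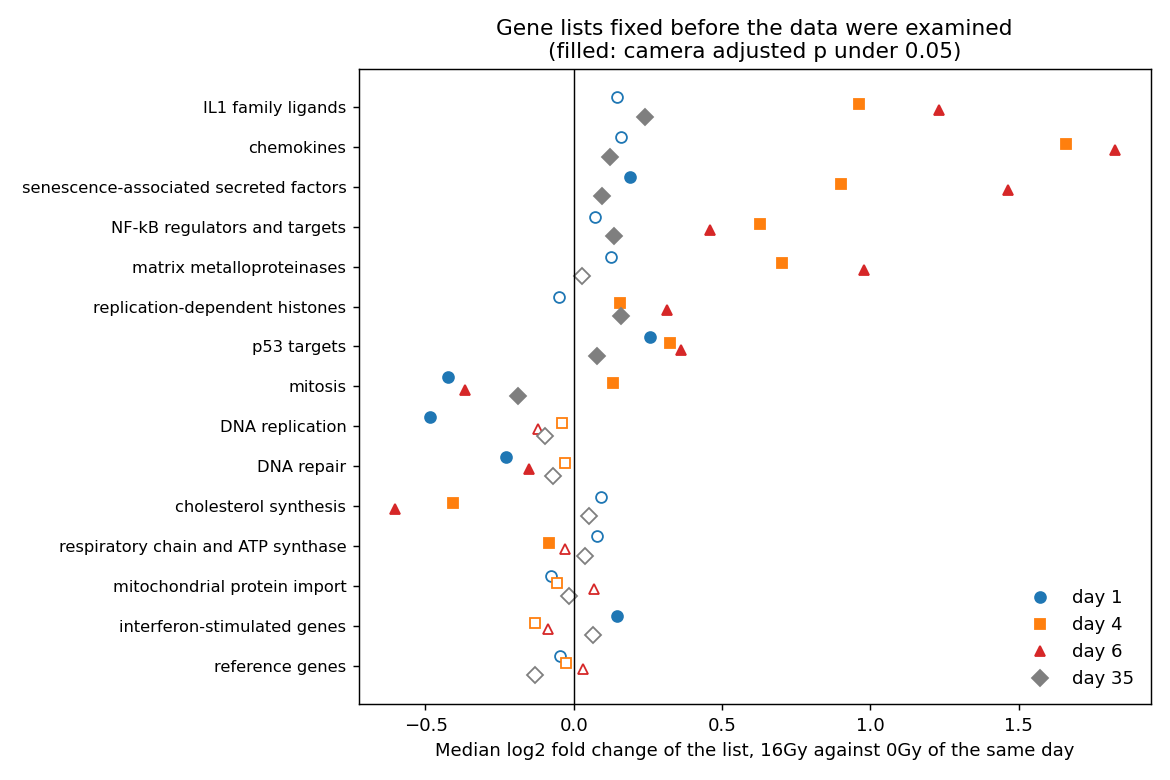
Median log2 fold change of 15 gene lists at 16Gy against 0Gy of the same day (horizontal axis), by day. Filled symbols have a camera adjusted p under 0.05; chemokines reach 1.66 on day 4 and 1.82 on day 6, and reference genes are open on every day.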

From a temporal perspective, of the 14 up-regulated gene sets found on days 4 and 6, regardless of dose, 10 of these gene sets were involved in inflammatory responses (Fig 2E, yellow outlined nodes). 

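On day 35 at 16Gy the mitosis list had a median log2 fold change of -0.19 (camera adjusted p = 0.0018). This did not pass with the correlation estimated from the data (0.55), or without 0Gy replicate 2 (0.11), 0Gy replicate 3 (0.065) or 16Gy replicate 4 (0.14). DNA replication did not shift on day 35, with a median of -0.10 (adjusted p = 0.19), except without 0Gy replicate 1 (0.020) or 0Gy replicate 4 (0.043). DNA repair did not shift either, with a median of -0.07 (adjusted p = 0.52), except without 0Gy replicate 4 (0.036). At 8Gy none of the 3 lists shifted on day 35, with adjusted p of 0.67, 0.63 and 0.17. The mitosis list there shifted down without 0Gy replicate 4 (0.0035), and up without 0Gy replicate 2 (0.021) or 8Gy replicate 4 (0.00054). Without 8Gy replicate 4 DNA replication shifted up (0.045). DNA repair shifted up without 0Gy replicate 2 (0.021), 0Gy replicate 3 (0.044) or 8Gy replicate 4 (0.00064), and with the replicate block (0.026). Of the lists not taken from the paper, 3 shifted at 16Gy on day 35 with both correlations, and all 3 went up. Of the 9 IL1 ligands tested, 7 are genes of Table 1, and the chemokine list shares genes with that table. The study chose those genes on these samples, so these 2 shifts are not independent of its choice. The 3 lists were the IL1 family ligands (median 0.24, adjusted p = 2.9e-05 and 0.022 with the estimated correlation), the NF-kB list (0.14, 6.4e-05 and 0.048) and the chemokines (0.12, 0.0018 and 0.049).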

Interestingly, at day 35 in the long-term cell cultures that escaped growth extinction, there remained 7 down-regulated gene sets in common with those of day 1, suggesting a long-lasting perturbation in the surviving progeny from radiation exposure.

To better pinpoint the critical regulators of the inflammatory response, the DAVID database was used to reveal over-represented gene families and clusters according to biological function. Three major gene families were involved, the interleukin-1 (*IL1*), histone and chemokine families (S3 Table). 

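Of the 11 ligands of the IL1 family, 9 were above background and tested. At 16Gy 8 were called higher on days 4 and 6 (also 8 adjusted over the list alone). A gene at background in all 0Gy groups is tested only if an irradiated group lies above background. Counts and shifts among the genes tested, here and in the lists above and below, therefore favour rises. IL36G and IL1F10 were above background in 0 of 3 samples at 0Gy on both days. The median log2 fold change of the list was 0.96 on day 4 (camera adjusted p = 6.4e-18) and 1.23 on day 6 (3.6e-17). IL1B had the largest change on both days. Its log2 signal on day 6 was 14.08 ± 0.29 (SD, n = 3) at 16Gy and 10.72 ± 0.65 (SD, n = 3) at 0Gy, a log2 fold change of 3.36 (standard error 0.22, adjusted p = 6.2e-12). IL18 was not called (log2 fold change 0.14 on day 6, adjusted p = 0.54). Of 4 receptors of the family that were tested, IL1RL1 was called, on day 6; it was at background at 0Gy and at least 2.09-fold higher at 16Gy. Of 15 chemokines tested, 11 were higher on day 4 and 12 on day 6 (11 and 12 adjusted over the list alone), with none lower. CCL20, with a mean signal under background at 0Gy, was at least 7.93-fold higher on day 4 (adjusted p = 1.1e-10). Of 39 replication-dependent histone genes, 10 were higher on day 4 and 12 were higher and 1 lower on day 6 (the same counts adjusted over the list alone). Their medians were lower than those of the cytokine lists, at 0.16 and 0.31. H2AC18 had a log2 fold change of 2.41 on day 6 (standard error 0.22, adjusted p = 2.0e-09). All of these shifts held with the estimated correlation at 16Gy, at adjusted p of 0.032 or lower. At 8Gy the histone list did not pass with it on day 4 (0.052) or day 6 (0.061). The 10 replication-independent histone genes did not shift on these days at 16Gy (adjusted p = 0.69 and 0.94), with 1 called higher on each.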

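Table 1 names genes that the study chose on these samples, so the counts below are not independent evidence. Of the 27 genes of its cell death cluster that were tested, 21 were called higher and 2 lower at 16Gy on day 4, and 23 higher and 3 lower on day 6. Of the 11 genes of its nucleosome cluster that were tested, 7 were higher on day 4, and 8 were higher and 1 lower on day 6. All 7 IL1 genes and all 10 chemokines of the table were called higher on both days at 16Gy. The counts adjusted over the list alone were the same for these 4 clusters on both days. DDIT3, a stress-induced transcription factor in the cell death cluster, had a log2 signal of 11.12 ± 0.34 (SD, n = 3) at 16Gy on day 6 and 9.83 ± 0.72 (SD, n = 3) at 0Gy, a log2 fold change of 1.29 (standard error 0.27, adjusted p = 9.8e-04).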

Functional annotation clustering identifying statistically significant overlapping pathways found dysregulation of *IL1*, chromatin/nucleosome assembly and chemokine family members as well as regulation of genes involved in cell death (Table 1). 

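In the current reference annotation, GRCh38.p14, 9 of the 11 ligand genes of the IL1 family lie on chromosome 2 in an uninterrupted run of 9 protein-coding genes. In order these are IL1A, IL1B, IL37, IL36G, IL36A, IL36B, IL36RN, IL1F10 and IL1RN. IL37 and IL36A were not above background, and the other 7 were called higher at 16Gy on days 4 and 6. The filter drops genes at background that did not rise, so this count favours rises. On day 6 the log2 fold changes were 1.84 for IL1A, 1.11 for IL36B and 2.36 for IL36RN. The mean 0Gy signals of IL36G, IL1F10 and IL1RN were under background on day 6, so these genes were at least 1.60-fold, at least 2.10-fold and at least 6.02-fold higher. On day 4 IL36G was not called without 0Gy replicate 1, 0Gy replicate 2 or 16Gy replicate 1, and IL36B was not called without 0Gy replicate 3. Outside the cluster, IL33 on chromosome 9 was called, at a log2 fold change of 1.23 on day 6 with 1 of 3 samples at 0Gy above background, as was the receptor gene IL1RL1. Of the 3 protein-coding genes on each side of the run, 4 were tested. CKAP2L was called in 1 comparison at least, and SLC20A1 (0.26), PSD4 (-0.07) and PAX8 (-0.00054) were not called in any, with their log2 fold changes at 16Gy on day 6 in brackets.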

The robust increase in *IL1* related genes observed, strongly suggests a linked coordinated expressions of a radiation-induced inflammatory module, as 7 out of the 9 *IL1* family genes significantly expressed cluster together on a 400kb region of chromosome 2 [22].

**Table 1:** Functional annotation clustering using DAVID of the identifiable 273 statistically significant genes with a Bonferroni FDR correction for multiple hypothesis testing less than 5%.

Terms	Category^a^	Enrichment Score^b^	Genes
IL-1, IL-1 receptor binding	IPR000975	8.108	*IL1A*, *IL1B*, *IL1F5 (IL136RN)*, *IL1F8 (IL36B)*, *IL1F9 (IL36G)*, *IL1F10*, *IL1F3 (IL1RN)*
	SM00125		
	GO:0005149		
Nucleosome assembly and organization, protein-DNA complex assembly, chromatin assembly or disassembly	GO:0006334	6.631	*H1F0*, *H2AFJ*, *HIST2H2AA3*, *HIST1H2AC*, *HIST2H2AC*, *HIST1H2BD*, *HIST1H2BG*, *HIST1H4C*, *HIST2H2BE*, *HJURP*, *HMGB2*, *TSPYL2*
	GO:0031497		
	GO:0065004		
	GO:0034728		
	GO:0006333		
Small chemokine, IL-8-like, SCY, chemokine activity, chemokine receptor binding, chemokine signaling pathway	IPR001811	5.528	*CCL2*, *CCL3*, *CCL3L1*, *CCL3L3*, *CCL5*, *CCL20*, *CXCL1*, *CXCL2*, *CXCL5*, *IL8*
	SM00199		
	GO:0008009		
	GO:0042379		
Regulation of apoptosis, regulation of programmed cell death, regulation of cell death	GO:0042981	4.763	*ADORA2A*, *ANGPTL4*, *BCL11B*, *CARD10*, *CCL2*, *CDKN1A*, *CITED2*, *CLCF1*, *CSF2*, *DDIT3*, *DEDD2*, *DUSP1*, *ERN1*, *FOSL1*, *IER3*, *IL12A*, *IL1A*, *IL1B*, *IL6*, *NQO1*, *NRG1*, *PTGS2*, *SCG2*, *SERPINB2*, *SOD2*, *SPHK1*, *TGM2*, *TNFAIP3*, *TNFRSF10B*, *TOP2A*, *TXNIP*
	GO:0043067		
	GO:0010941		
Negative regulation of apoptosis, programmed cell death and cell death	GO:0043066	4.687	*ADORA2A*, *ANGPTL4*, *BCL11B*, *CCL2*, *CDKN1A*, *CITED2*, *CLCF1*, *CSF2*, *IER3*, *IL1A*, *IL1B*, *IL6*, *NRG1*, *SCG2*, *SERPINB2*, *SOD2*, *SPHK1*, *TGM2*, *TNFAIP3*
	GO:0043069		
	GO:0060548		

^a^INTERPRO (IPR), SMART (SM) or Gene Ontology (GO) Pathways.

^b^Geometric mean of group significance with pathway EASE scores (modified Fisher exact p-value); -log scale.

### Sustained inflammatory cytokine and chemokine expression in post-irradiation “recurrent” tumor xenografts long after radiation exposure

Important to the overall interpretation of the post-irradiation story were the expression results from cytokine and chemokine families, validated by quantitative PCR. These included *IL1* family members *IL1A*, a pleiotropic cytokine with high impact on inflammatory processes and immune response, and *IL1* receptor antagonists *IL1F5* and *IL1RN*; well-known inflammatory mediators *IL6* and *IL8*; and chemokines *CXCL1* and *CXCL5*. 

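On the arrays IL1A, IL36RN (IL1F5), IL1RN, IL6, CXCL8 (IL8), CXCL1 and CXCL5 were all called higher at 16Gy on days 4 and 6. On day 6 the log2 fold changes at 16Gy were 3.10 for IL6 (standard error 0.36), 2.20 for CXCL1 (standard error 0.23) and 1.63 for CXCL8 (standard error 0.33). CXCL8 was higher in 2 of 3 pairs, and the others in 3 of 3. CXCL5, with a mean 0Gy signal under background, was at least 7.06-fold higher on day 6. Its 0Gy signal was above background in 1 of 3 samples, and that of CXCL1, IL1A and IL1RN in 2 of 3. On day 35, IL36RN was called at 16Gy, at 8.32 ± 0.29 (SD, n = 4) against 7.23 ± 0.04 (SD, n = 4) at 0Gy. This is a log2 fold change of 1.08 (standard error 0.14, adjusted p = 0.030; higher in 4 of 4 pairs), which was lost without any 1 of the 4 samples at 0Gy or without 16Gy replicate 2. The other 6 genes were not called at 16Gy on day 35 without the replicate block. With the block CXCL8 was called, as given above, and the other 5 were not. The log2 fold changes without it were 0.03 for IL1A, 0.58 for IL6 and 0.06 for CXCL1. IL1RN and CXCL5 at 0Gy were at background on day 35 in 4 of 4 samples. The mean of IL1RN at 16Gy lay 1.10-fold above the background level, but the gene was not called, so no rise is established. CXCL5 was above background in 1 of 4 samples at 16Gy, so no change can be given for it.

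**Figure D5:**
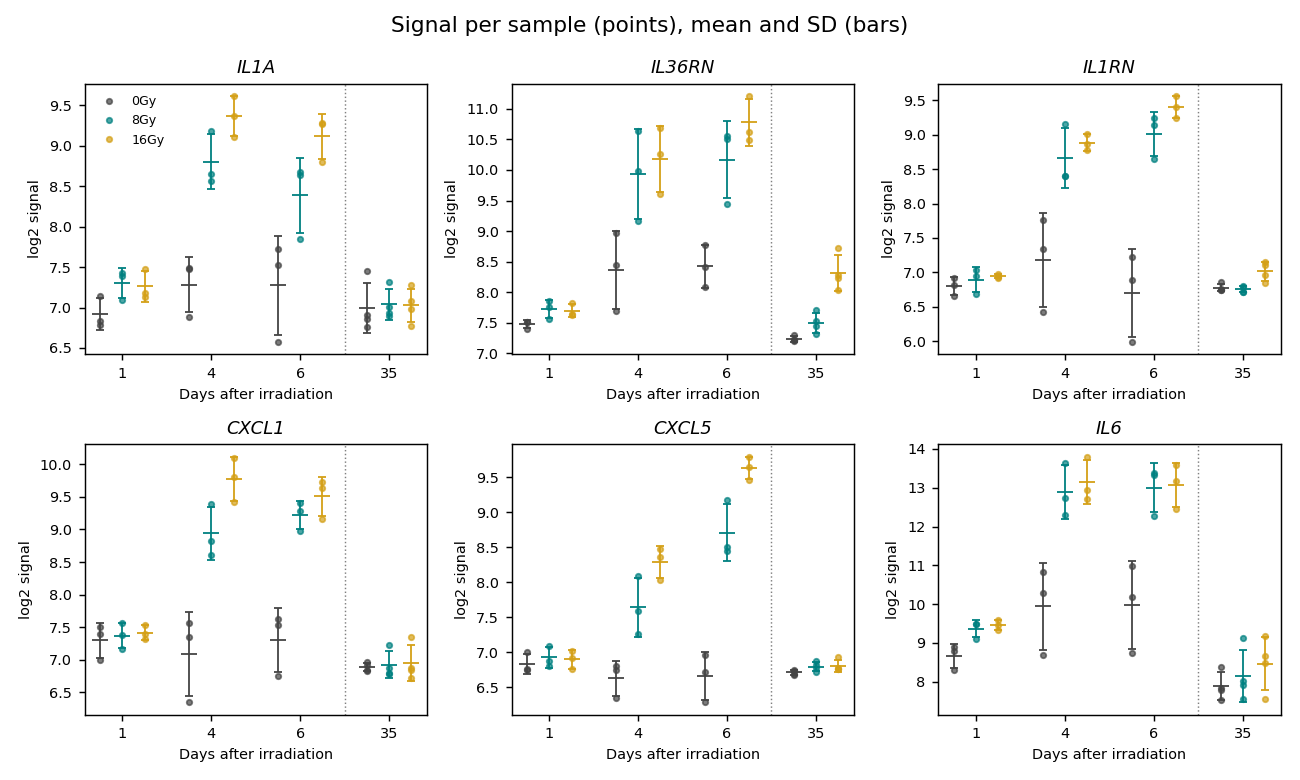
Log2 signal of IL1A, IL36RN, IL1RN, CXCL1, CXCL5 and IL6 (vertical axes) by day after irradiation (horizontal axes) at 0, 8 and 16Gy. Points are samples and bars the mean and SD; the dotted line parts day 35, which was normalized separately, and IL36RN is the gene called there.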

On days 6 and 35 following irradiation, all but one gene, *IL1F5*, were found to be significantly up-regulated in 16Gy samples (Fig 3A). Not only was this long-term response measureable in cell culture, but “recurrent” xenograft tumors that did not develop until several weeks after 8 or 12Gy irradiation also displayed sustained increases in gene expression for *IL1A*, *CXCL1*, *IL6* and *IL8* (Fig 3B). Western blots confirmed significant increases in *IL6* and *IL8* protein levels in these “recurrent” tumor xenografts for the experimental points (Fig 3C). This is particularly noteworthy given the extended period between irradiation, tumor formation and subsequent sacrifice (Fig 1E). These results strongly suggest that lasting alterations, driven by the signaling of the irradiated cancer cells, produce an inflammatory milieu in the recurrent tumor microenvironment that is preserved in the *in vivo* setting.

**Fig 3:**
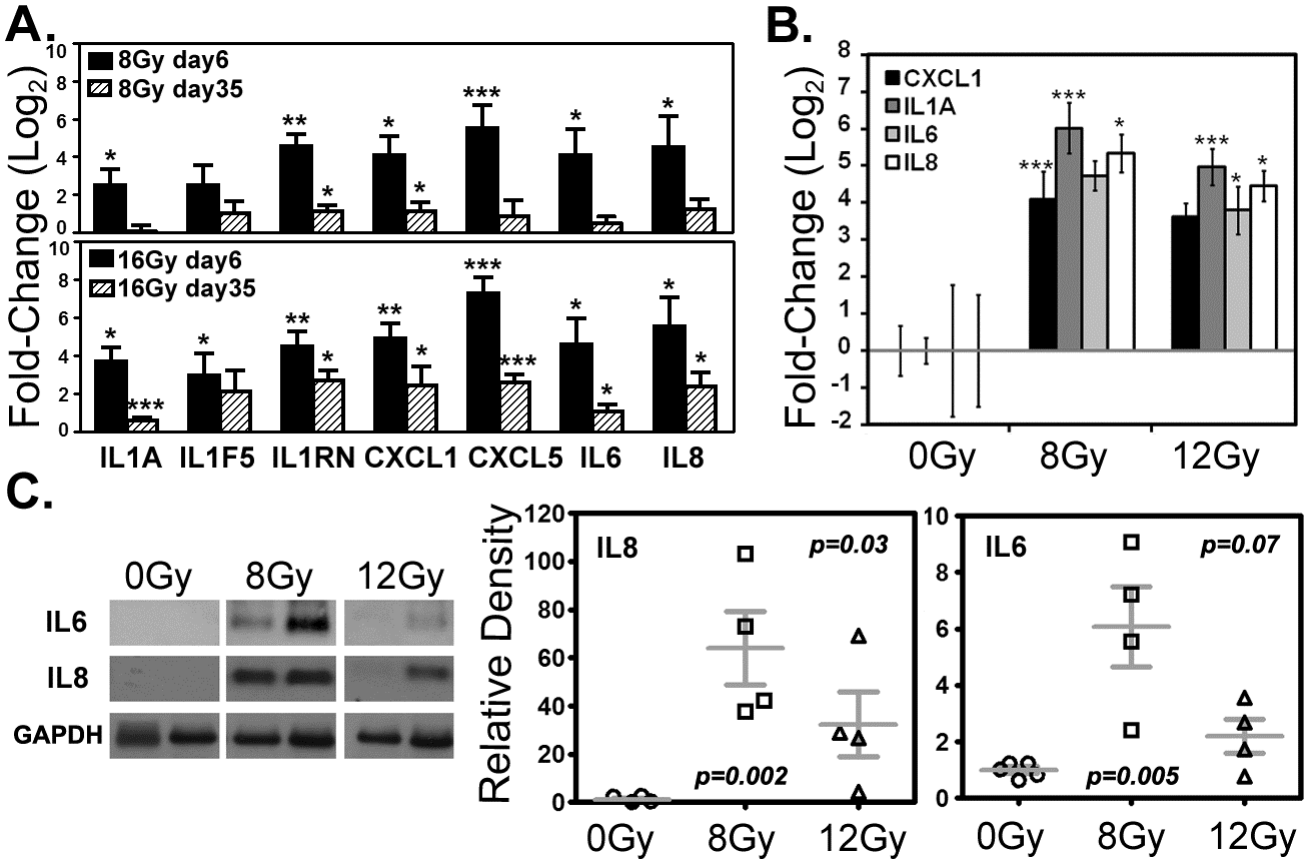
Selected gene expression by quantitative PCR and protein levels by western blot. (A.) Short- and long-term expression of IL1A, IL1F5, IL1RN, CXCL1, CXCL5, IL6 and IL8 detected in U87-MG cell populations *in vitro* at days 6 and 35, after doses of 8 or 16Gy. (B.) Expression of CXCL1, IL1A, IL6, and IL8 in “recurrent” tumor xenografts weeks after tumor formation *in vivo*. SD is shown. (A. & B.) SD is shown, *p < 0.05, **p < 0.01, ***p < 0.005. (C.) Representative western blot and protein quantification for IL6 and IL8 in recurrent tumor xenograft samples. The mean and SEM is shown.

### Computational modeling points to global host inhibitory factors over localized cellular inhibition that slows tumor regrowth

With >8Gy exposure, over 96% of the cell population does not maintain clonogenic viability and yet these, destined to die cells, account for the bulk tumor mass until a time when those less than 4% of clonogenically viable cells (presumably including cancer stem cells) proliferate and ultimately repopulate the tumor. Phenotypically, examples indicative of these non-proliferative but metabolically active (NPMA) cells that do not undergo cell death (*e*.*g*. mitotic catastrophe, apoptosis, necrosis, *etc*.) can be seen as giant flattened cells within the *in vitro* population (Fig 4A and 4B) and are characteristic of the SASP [19–21, 23]. Within the first 2 weeks after irradiation, these cells would be expected to have a significant influence on promoting or inhibiting tumor extinction by secreting various inflammatory factors [24]. If the robust inflammatory signature observed at 4 and 6 days following irradiation were exclusively from this population, it would explain the loss of this signature *in vitro* by 35 days after exposure when proliferative progeny account for the majority population.

**Fig 4:**
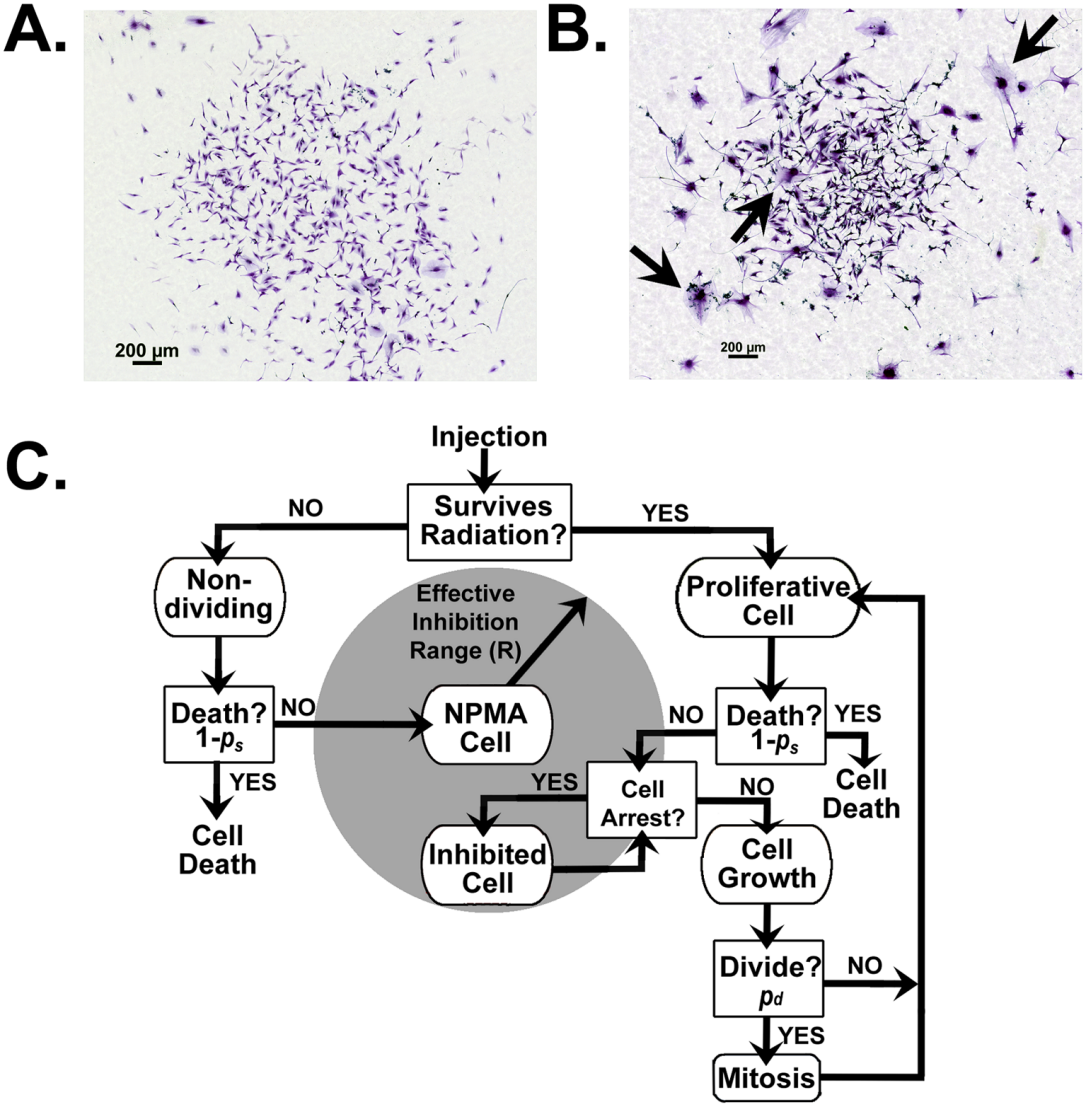
Cellular automaton modeling of post-irradiation tumor growth. Representative colonies stained with crystal violet following (A.) 0Gy or (B.) 16Gy irradiation. Arrows highlight the appearance of the phenotypically-recognizable NPMA cell subtype here considered (C.) Cellular automaton model flowchart for independent decision making by NMPA, proliferating or quiescent cells parameterized by the U87-MG cell line.

To address and further clarify the drivers of tumor extinction versus regrowth dynamics *in vivo*, we used a quantitative, cellular automaton, tumor growth model including parameterization of the NPMA cell population (Fig 4C). To quantify this population, U87-MG cells were labeled with the lipophilic dye PKH-26 to track cellular division following irradiation in the *in vitro* clonogenic survival assay. (Fig 5A–5D). Fourteen-days following radiation exposure, a significant decrease in proliferating cells was observed with 8 and 16Gy exposure and the percent of NPMA cells (PKH-26^high^) was estimated (Fig 5E). Using this data, the NPMA post-irradiation population was modeled to determine if it could be a source of inhibitory factors sufficient to provide a match to the observed growth rates using predictions from the cellular automaton model of tumor growth.

**Fig 5:**
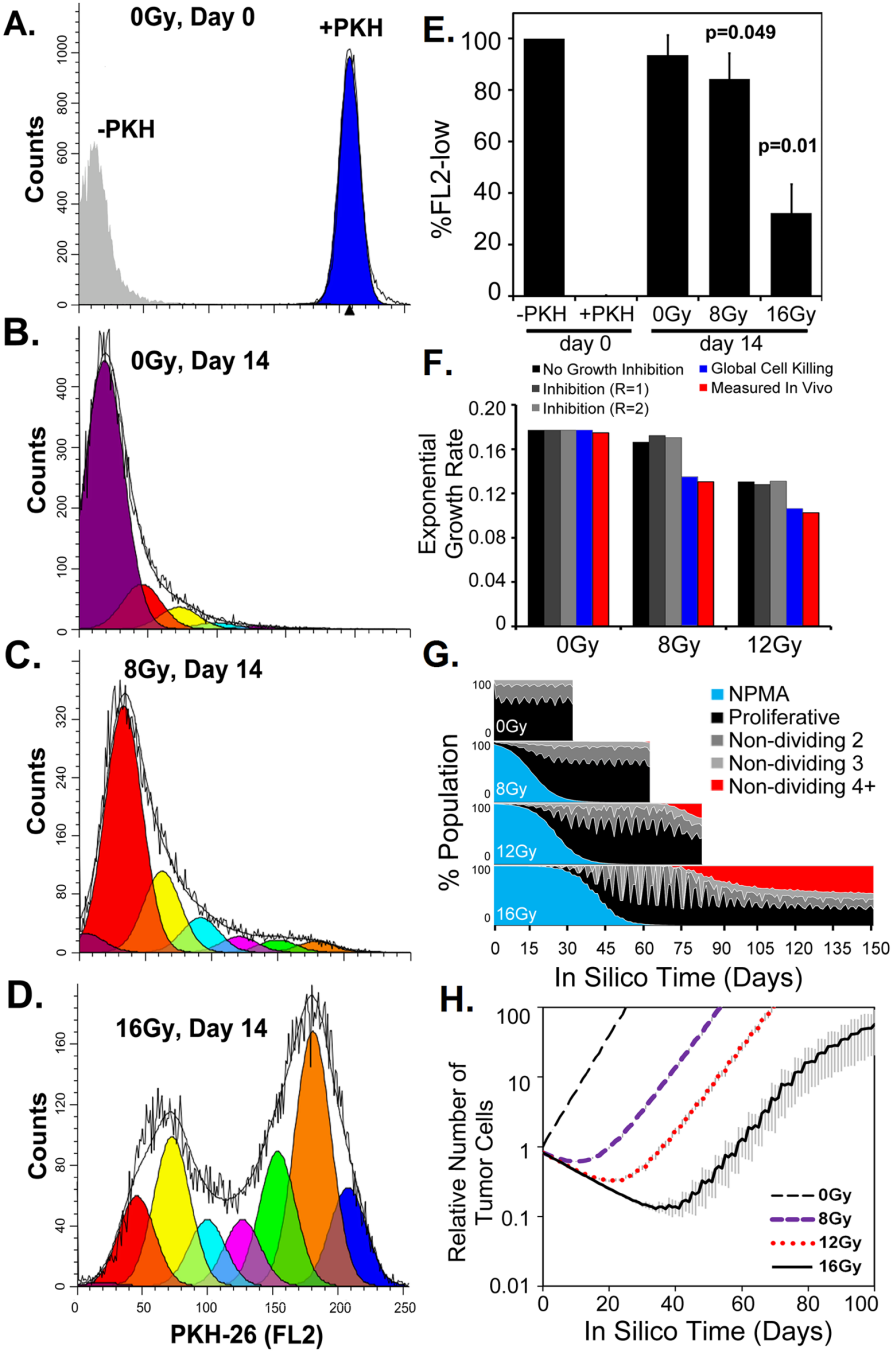
Tracking cell divisions post-irradiation for the cellular automaton computational modeling. (A-D.) Representative flow cytometry analysis of the number of cellular divisions after irradiation in the *in vitro* colony formation assay. Using the ModFit LT3.2 software, raw data (black lines) were fit and modeled for proliferation that results in decreased PKH-26 fluorescent intensity. The number of divisions (1 = orange, 2 = green, 3 = pink, etc.) from the (A) initial untreated day 0 cells with PKH-26 stain (blue) or without (grey) were measured at day 14 following (B.) 0Gy, (C.) 8Gy or (D.) 16Gy irradiation. (E.) Quantification of cells maintaining reproductive integrity were measured as cells undergoing two or more cellular divisions thus decreasing the PKH-26 fluorescent intensity (FL2-low). N = 3, SD is shown, *p-values* were compared to 0Gy day 14. (C.) Exponential growth rates measured in 10 independent simulations for inhibitory conditions compared to *in vivo* observations. (D.) Cellular tracking *in silico* of NPMA or proliferative cells. The proliferative population was also divided by monitoring those cells that have not divided for 2, 3 or 4 or more time steps. (E.) Cell growth *in silico* recapitulates the observed tumor growth rates. N = 3, SD is shown.

First, only cell death due to irradiation without any NPMA sup-population was considered, which was, in itself, sufficient to result in a delay in tumor formation, as was experimentally observed, but nevertheless then gave rise to substantially higher tumor growth rates than what was measured *in vivo* (Figs 1F and 5F). This disparity demonstrated an additional inhibitory effect must be involved in suppression of tumor “regrowth” from the post-irradiated cell population. Next, we assumed the factors secreted by the NPMA cells could locally inhibit cellular growth within an effective range (*R = 1* denotes a cell diameter length). Our simulation results show that even an additional local inhibition from NPMA cells (up to a two-cell diameter range, R = 2) would, somewhat surprisingly, still have very little modulating effect on overall tumor growth rates. This theoretical observation suggested the involvement of a host systematic effect is required for the suppression of the tumor expansion experimentally observed. Finally, we tested the assumption that the NPMA cells could induce a systemic increase in tumor cell kill by the host, for instance via triggering the immune system. Now, when the cellular death rate probability (*p*_*a*_) is increased to 5.5% post-8Gy and 6% post-12Gy, this global inhibition resulted in reduced overall tumor growth dynamics to identically match that observed by the *in vivo* measurements and also yielded survival times that more closely matched the measured survival time (Fig 5F). Interestingly, as the radiation dose increased, the number of cells which did not divide for 4 or more time steps increased to nearly 50% of the total population (Fig 5G and 5H). The consequence of these results indicates such recurrent tumors will be more resistant to subsequent tumor irradiation, which has a higher effectiveness on actively proliferating targets, due to overall kinetic shifts in the population.

## Discussion

A focused examination of the time-dependent, perturbation of the cancer cell population, from early to long times after irradiation, is critical for understanding the potential for post-therapy regrowth and treatment failure of GBM. Yet, studies of the long-term radiation responses in GBM cell populations have been largely neglected. Here, measured cellular, kinetic and molecular responses of GBM cell populations, as detected several days after irradiation, were complemented by data obtained weeks after irradiation, at which time the population was heavily composed of progeny from the reproductively-viable cells that survived the cytotoxic treatment. Furthermore, the additional selective survival pressures of GBM regrowth under the constraints of *in vivo* influence were identified and investigated using a xenograft model in which cancer cells were irradiated *ex vivo*. Both the *in vitro* and *in vivo* systems revealed a robust expression of inflammatory genes over days to months after irradiation. But, surprisingly, only in the *in vivo* case were the GBM growth dynamics significantly inhibited at long times after irradiation. Through use of a cellular automaton model of tumor growth that allowed the testing of potential sources of inhibitory factors, only a global (systemic) tumor inhibition was found to be critical to modulating the eventual regrowth capacity of the surviving tumor cells. This data suggests the *ex vivo* irradiated tumor cells elicit a substantial response from the non-irradiated host tissues that alters the capacity for tumor regrowth.

Following high dose, low dose-rate irradiation, previous experiments have observed a lack of change as well as alteration to intrinsic tumor growth dynamics in U188MG and U373MG, respectively [25]. Cell recovery, following exposure to high doses of IR, activates canonical pathways similar to what is seen following exposure to generalized damaging agents such as pathogens and chemicals. Irradiation of normal brain tissue typically initiates a rapid inflammatory spiked response, acting through chemokines and pro-inflammatory cytokines, which is soon diminished [26]. However, beyond the classic cell cycle arrest and DNA repair resolution in surviving irradiated cells, this signal can be aberrantly reactivated, weeks and months or even years after exposure, which may be interpreted as failed attempts to complete the wound healing process [27]. These extracellular factors signal stress to the surrounding tissue in an attempt to orchestrate cell population and tissue repair, but perhaps also providing a mechanism towards increased tumor aggressiveness with enhanced treatment resistance. This persistent inflammatory process has potential to mediate radiation-associated bystander effects and result in propagated cell and tissue damage.

There is strong evidence that inflammatory mediators play a critical role in the pathogenesis of GBM and may provide novel targets to improve therapeutic intervention [28–30]. Fueling this argument are the findings of these studies following irradiation of GBM cell populations that showed a significant increase in multiple chemokines and inflammatory cytokines, particularly interleukins. The strong activation of this inflammatory response serves overlapping positive and negative roles in both normal tissue recovery and recurrent tumor evolution. The unique experimental conditions utilized in this study, *ex vivo* cancer cell irradiation and *in vivo* implantation without normal tissue irradiation, highlight the preserved shift in the tumor phenotype away from the original pre-treatment growth resulting in an altered persistent inflammatory environment. That approximately 50% of the *in vivo* implantations of irradiated cell populations were driven to extinction (4 of 8 with 8Gy and 4 of 7 with 12Gy), in contrast to the *in vitro* case, indicates the host’s ability to elicit a reciprocal suppressive response to the *in vivo* implantation. This *in vivo* systemic inhibition of irradiated cells is also reflected in the fact that even when the irradiated cells successfully formed tumors, the tumors exhibited reduced growth rates, never obtaining their pre-irradiated growth rate. This is in contrast to the fact these irradiated GBM cells when grown *in vitro* demonstrate an ability to return to pre-irradiated growth rates with no alteration in long-term population doublings. Computational modeling of this inhibitory effect determined that a localized inhibition by the irradiated cancer cells themselves could not explain this reduction in growth rate. Introduction of modest death rates (4% and 7% at 8 and 12Gy respectively) on the systemic scale suggests that manipulation of the host-tumor interaction at 1–3 weeks following irradiation, before the cell population’s spontaneous restoration to pre-irradiation population doubling rates as observed *in vitro*, may offer a previously unexploited window and novel opportunity for treatment intervention. Importantly, a limitation of our xenograft model is the absence of an adaptive immune system in the nude mice used here. While we expect IR to still elicit an inflammatory response, the subsequent reaction of a complete central nervous system with an immune privileged environment is not possibly examined in our current model. These studies suggest, further work is justified under *in vivo* orthotropic conditions of a syngeneic immunocompetent host with or without agents that can modify the inflammatory mediators of potential recurrent tumor formation following the delivery highly cytotoxic radiation treatment.

Recently, an integrative analysis, utilizing a number of discrete data types (e.g. mRNA expression microarray, copy number variation data, methylation microarray) from the cancer genome atlas (TCGA) project, was performed as a comprehensive approach to analyze 248 GBM samples [31]. Uncovered was a striking enrichment of the immune/inflammatory response that correlated negatively with patient survival time. Improved understanding of the functional reach of these dysregulated inflammatory genes, within the context of radiation intervention, may expose novel therapeutic candidates which surface while the tumor population is recovering from the cytotoxic insult and is thus transiently venerable to targeted intervention of these signalings. As a case in point, blocking the TGF-beta type I receptor kinase before IR exposure has been shown to decrease glioma-initiating cell proliferation and radiation resistance as well as delayed *in vivo* glioblastoma tumor growth in murine models thereby increasing survival [32, 33].

The altered molecular pathways observed here begin to reveal, in a time-dependent manner, how the radiation-naïve GBM cell population is perturbed in response to the cytotoxic insult of high doses of IR. The strong up-regulation of genes, particularly of inflammatory genes, in the days after irradiation gives an indication of not only change within the cancer cells themselves but the potential impact of such irradiated cells on the surrounding tumor milieu. Although, following high-dose irradiation the vast majority of the GBM cells within the tumor population will ultimately become reproductively non-viable, the impact of these non-viable cells greatly alters the tumor milieu present during the early post-irradiation growth of those few reproductively viable cancer cells and of their progeny. Thus, post-irradiation cell signaling, including from those cells destined to die, significantly impacts the inevitable resurgence of the population, thereby setting the course for any recurrence. An understanding of the time-dependent, signaling mechanisms arising from the post-irradiated population, which modulate the escape from extinction of the surviving cancer cells, is paramount to improving therapeutic response.

Current clinical trials attempting to overcome acquired treatment resistance of recurrent GBM through targeted therapies are built upon a standard of care with surgery, radiotherapy and chemotherapy. However, this aggressive multimodality therapy no doubt induces treatment-related genetic and epigenetic alterations in the surviving cancer cells that will shape the evolution of the recurrent tumor, alter the surrounding microenvironment and modulate the global host response [34]. While new targeted therapies have well-characterized mechanisms of action, pre-clinical studies must account for molecular shifts away from the initial heterogeneous pre-treatment GBM cell population and taking into account therapy-induced tumor evolution and the accompanying emergence of new and altered targets. This study focuses on the impact of high doses of radiation that push the tumor population to near extinction, thereby sculpting the molecular fingerprint and dynamics of the re-emergent tumor population. In these studies the temporal rebound of the irradiated populations revealed a common inflammatory signature observed *in vitro* as well as in the *in vivo* tumors derived from injected GBM populations receiving high dose radiation. Additional comparisons to previously measured tumor bed effects of irradiating normal tissue might shed light on the vulnerabilities of a remerging tumor. Pre-clinical strategies will benefit from inclusion of models of such rebounding tumor populations, not only to account for common molecular shifts in the tumors themselves, but to gauge the time-dependent systemic response of the host, to better inform therapeutic decision making and thereby ultimately increase therapeutic efficacy.

## Supporting information

S1 Table Illumina gene expression results. Microarray results of 281 statistically significant genes differentially regulated between 1, 4, 6 or 35 days after 8Gy or 16Gy (FDR < 10% and fold change > ±1.5).
(PDF)

S2 Table GSEA gene ontology analysis. Statistically significant (FWER < 5%) gene sets up- or down-regulated compared to 0Gy.
(PDF)

S3 Table Functional gene classification using DAVID. The top three enrichment groups found from the 273 identifiable genes with statistical significance.
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

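Expression was measured in U87-MG cells with HumanHT-12 v4 bead arrays, at 0, 8 and 16Gy on days 1, 4, 6 and 35, in 12 groups. The authors exported signals with GenomeStudio (Gene Expression module 1.6.0), quantile normalized and log2 transformed them in GenePattern, separately for the 27 short-term and the 12 day 35 samples, and processed the short-term samples with ComBat. The deposited normalized table holds these log2 values for 47300 probes, and it was the only table used. The deposited table of unnormalized signals names its 48 arrays by a running number that matches no sample label, so its 96 columns of signals and detection p-values could not be assigned and were left out. Short-term and day 35 values were compared within their own normalization, except in the one-way analysis of variance over 12 groups and the test of all days normalized together. Values under a signal of 16 were raised to it before the log2 scale was used.

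Probes were assigned to genes with the annotation of the platform, and symbols were brought up to date by gene number with the RefSeq annotation of GRCh38.p14. Of the probes, 30100 name 1 gene, 8 name several and 17192 name none; the last 2 kinds were left out. The probe with the highest mean signal stood for each of 20041 genes. The plan had been to test genes by Illumina's detection p, which is in the unassigned table only. In its place, a gene was tested when it was brighter than all but a share under 0.05 of 455 probes of olfactory receptor genes, in every sample of at least 1 of the 12 groups, and 11296 genes passed. This stands in for negative control beads and assumes that U87-MG cells do not transcribe olfactory receptor genes. In the 39 samples, 16553 to 20290 probes were above it. Arrays give no counts, so the precision is limited by their number.

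Tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Linear models with empirical Bayes moderation and a mean-variance trend were fitted to the 27 short-term samples together, with the replicate number as a term, and to the 12 day 35 samples together, without it. The contrasts were each dose against 0Gy of the same day (8 comparisons), 16Gy against 8Gy on each day, and the change of a dose's effect between days 1 and 4 and between days 4 and 6. A gene was called at a Benjamini-Hochberg adjusted p under 0.10 over the genes tested and a fold change over 1.5. Where leaving out 1 sample left a group with 2, the spread was pooled over all groups of the fit. Every adjusted p of a gene comes from limma unless another test is named, and standard errors are those of the moderated fit. Single genes on day 35 were also compared by two-sided exact permutation tests. Where the mean signal of the 0Gy group was under the background of its samples, the fold change of a gene is given as a lower limit, computed against the background level. This limit comes from group means and does not include the replicate error.

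The deposited labels state that controls were sham irradiated in parallel with each replicate. They do not say that the replicate numbers follow these experiments, so pairing by number is an assumption. It was checked by correlating, across genes, the deviations of samples from their group's mean. The mean correlation between samples of the same number was 0.09, 0.29 and 0.22 for numbers 1 to 3 on day 1, -0.13, 0.10 and 0.12 on day 4, and 0.39, 0.23 and 0.19 on day 6. On day 35 it was 0.62, 0.40, 0.28 and 0.71 for numbers 1 to 4. Pairing is thus not borne out for every number. Between days 1, 4 and 6 samples of the same number had mean correlations of -0.138, -0.00042 and 0.013. The authors had run ComBat on the short-term values for batches that are not named. If those batches followed the replicates, the correction would have removed such correlations, so low short-term values cannot speak against pairing. The short-term fit has 1 term per number over the 3 days and so does not fully remove an effect limited to 1 day; fits of each day alone, with their own term, are among the alternatives. With the replicate block on day 35, 9 genes were called at 16Gy in place of 1, and this result is given beside the one without it.

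The comparisons, thresholds, gene lists and the rule for the genes named were set before the data were examined. The detection filter was put in place of the planned one after the deposited values were seen, and the closing section names the alternatives chosen later. The rule named every gene that the paper names for the arrays, the 10 called genes with the largest rise and the 10 with the largest fall in each comparison among those changed in the same direction in every pair, and the members of each list with the largest changes. The genes of Table 1 were known from the paper when the rule was written. There were 31 gene lists, of which 30 had at least 3 genes tested. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with Benjamini-Hochberg adjustment over the lists of a comparison. Lists taken from the paper were chosen by the study on these samples and are marked where they appear. The one-way analysis of variance of the paper was run over the 12 groups on all 20041 genes. Overlap of the doses was compared with 100 simulations of unchanged groups against shared controls for the correlation and 10 for the calls. The procedure was tested on simulated data with known changes. On days 1, 4 and 6, 94.0% to 100% of genes changed 2-fold and 43.3% to 55.2% of genes changed 1.5-fold were called. On day 35, 29.9% and 31.3% of those changed 1.5-fold were called. There were 5 to 9 false calls per comparison. Simulated samples of the same number shared only a small deviation, unlike the real ones of day 35, so the day 35 shares may not hold there.

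Alternatives covered the normalization of all days together, the detection filter, the replicate term, fits of each day alone, the mean of a gene's probes, the analysis of variance with both adjustments, the thresholds, array weights, the test of the lists, and leaving out each sample in turn. Settings that need the unnormalized signals or slide names could not be run, as the closing section lists. The paper's quantitative PCR, xenograft, growth and survival measurements have no deposited files and were not analysed.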

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

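The tests of explanations in this part, other splits of the samples and redrawn labels included, were chosen after the results were seen; the comparisons between days and between doses were planned.

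Of the values of 42 groups of 4 samples, 7 held a value far from the other 3, where 2.1 would be so by the rule's own rate. IGFBP1 was 8.68 in 16Gy day 35 replicate 2, and 7.60 to 7.72 in the other 3 samples. IL36RN was 7.30 in 0Gy day 35 replicate 3, and 7.21 to 7.22 in the others. IL1RN was 6.85 in 0Gy day 35 replicate 2, and 6.75 to 6.76 in the others. CXCL5 was 6.93 in 16Gy day 35 replicate 1, and 6.76 to 6.78 in the others. The last 3 differences are small and lie near background. On day 35 the highest correlation of replicate 4 with another sample of its dose was 0.974 at 0Gy, 0.968 at 8Gy and 0.935 at 16Gy.

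The day 35 samples numbered 4 stand apart at each dose. If they shared an experiment or batch, their deviations from the means of their doses would be alike across genes. The lowest correlation between them was 0.582, above the highest between samples of different numbers (0.561), so this explanation is left standing. Separate faults alone would give no correlation, and the highest, between 0Gy and 8Gy, was 0.844. A further fault of 16Gy replicate 4 is left open. Its ribosomal protein genes had a median deviation of -0.311 from the mean of the other samples of its dose. In 0Gy and 8Gy replicate 4 this deviation was 0.075 and 0.132. The array weight of 16Gy replicate 4 was 0.11, against 0.41 and 0.35, and its correlations with the other samples numbered 4 were 0.70 and 0.58. An effect of dose would leave the 0Gy sample within its group, but the gap of 0Gy replicate 4 was 0.837 of the range. Which samples share an experiment could be settled by the authors' records.

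With the preset correlation, the mitosis list was lower than 0Gy on days 1 and 6 but not on day 4. With the estimated correlation the fall passed at 8Gy on day 1 (adjusted p 0.038), and not at 16Gy on day 1 (0.12), at 8Gy on day 6 (0.46) or at 16Gy on day 6 (0.23). The direct test between days 1 and 4 passed with it at 8Gy (0.022) and not at 16Gy (0.067). Between days 4 and 6 neither dose passed (0.37 and 0.13). The pattern as a whole is therefore not established. In untreated cultures its median fell by -1.20 on the log2 scale from day 1 to day 4 (quartiles -1.31 to -1.04, 40 of 40 genes lower), further than in the irradiated cultures. Recovery in the irradiated cultures would show as a rise, but at 16Gy the change was -0.525 (40 of 40 lower) and at 8Gy -0.57. A batch correction that removed differences between days would leave no change over the 3 doses, and this was -0.773. From day 4 to day 6 the list changed by 0.13 at 0Gy, -0.17 at 8Gy and -0.39 at 16Gy. A correction for other batches is not excluded, and neither cell counts nor density are in the deposited files; a count of dividing cells at 0Gy on days 1 and 4 would tell.

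The effect of dose differed between days in 44 genes for 8Gy and 521 for 16Gy from day 1 to day 4, and in 7 for 16Gy from day 4 to day 6. With the dose labels redrawn within each day 100 times, as many genes were reached in 4, 5 and 11 draws, the real labels included, with 98, 585 and 1348 genes in the highest. For 8Gy from day 4 to day 6, with 0 genes, it was all 100 draws, with 1176 in the highest. Draws that kept or swapped the labels of a whole day hold the real effect of that day. Among the other draws as many were reached in 0 of 87, 0 of 86 and 1 of 84. For genes changed in any comparison (1136) the number was 5 of 100, with 1650 in the highest. Of these, 4 were among the 81 draws that kept no group of days 4 or 6 together, so kept labels do not account for the high values.

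For genes changed, other splits of the same samples into groups of 3 gave, at 8Gy and 16Gy, up to 77 and 106 genes on day 1 (15 and 138 with the real labels), 1 and 2 on day 4 (202 and 527), and 0 and 1 on day 6 (365 and 888). Of 10 splits, the real one included, as many genes as with the real labels were reached in 2 and 1 on day 1, in 1 and 1 on day 4, and in 1 and 1 on day 6. With 10 splits no share can fall below 0.05. The split with 77 genes put 8Gy replicate 1 with 0Gy replicates 1 and 3, and the one with 106 put 16Gy replicate 1 with 0Gy replicates 1 and 2. At each dose the other 3 splits with both samples numbered 1 on one side gave 0 genes, so these samples alone do not mark the high splits. A split that calls more genes than the real one points to structure among the day 1 samples, and its source was not tested. Other splits that parted every pair of samples of the same number, as the real one does, gave at most 2 genes. On day 35 all 35 splits gave 0 genes at 8Gy, and at 16Gy 2 of 35 gave 1.

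For lists shifted, as many as with the real labels were reached on day 1 in 3 and 5 of 10 splits (9 and 8 lists real, 11 and 12 in the highest other), on day 4 in 1 and 2 (13 and 12; 12 and 12), on day 6 in 3 and 1 (12 and 14; 13 and 13), and on day 35 in 24 and 4 of 35 (2 and 8; 10 and 11). Among other splits that parted every pair, the highest counts were 3 and 4 on day 1, 12 and 9 on day 4, 13 and 12 on day 6, and 1 and 8 on day 35. These reached the real count at 8Gy on day 6 and at 16Gy on day 35. A count of shifted lists with a preset correlation thus does not separate dose from other groupings of these samples in every comparison. For genes that differ between doses the numbers were 10 of 10 on day 1 (0 real, 1 other), 1 of 10 on day 4 (2; 1), 1 of 10 on day 6 (45; 7) and 35 of 35 on day 35 (0; 1).

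Of the 22 genes that the analysis of variance over 12 groups gave on day 35, 14 also had a Holm-adjusted p under 0.10 over the 9 groups of days 1, 4 and 6 alone. Genes that dose changed on those days and that were still changed on day 35 would pass there as well. The 14 therefore cannot tell a lasting effect of dose from differences among other days alone. Of the 22, limma on day 35 called 1 without the replicate block and 8 with it.

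Lists whose change differed between days 1 and 4 also with the estimated correlation had these differences of the median at 8Gy and 16Gy: IL1 family ligands 1.13 and 0.851, chemokines 1.17 and 1.60, interleukins and colony-stimulating factors 0.260 and 0.451, secreted factors 0.4997 and 0.784, NF-kB 0.368 and 0.612, interferon-stimulated genes -0.207 and -0.251, and matrix metalloproteinases 0.217 and 0.608. Replication-dependent histones did so at 16Gy (0.223), and replication-independent histones (0.121) and mitosis (0.597) at 8Gy. From day 4 to day 6 the metalloproteinases rose further at 16Gy (0.371). The median of the interferon-stimulated genes changed from day 1 to day 4 by 0.25 at 0Gy, -0.04 at 8Gy and -0.05 at 16Gy. Their difference between days thus lies mostly in the 0Gy cultures.

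Lists that the paper does not discuss shifted as well. At 8Gy and 16Gy the medians of p53 targets were 0.200 and 0.258 on day 1, 0.235 and 0.326 on day 4, and 0.0996 and 0.361 on day 6. Metalloproteinases were at 0.283 and 0.701 on day 4, and 0.337 and 0.979 on day 6. Cholesterol synthesis was at -0.443 and -0.603 on day 6. The mean signal of this list on days 1, 4 and 6 was 8.36, 8.84 and 9.16 at 0Gy. It was 8.39, 8.55 and 8.63 at 8Gy, and 8.45, 8.48 and 8.52 at 16Gy. The list thus rose at 0Gy and did not fall with time in the irradiated cultures. Mesenchymal glioma markers were at 0.183 and 0.229 on day 4, and 0.213 at 16Gy on day 6. Keratinocyte and epithelial markers were at 0.0759 and 0.148 on day 6.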

How the results depend on the processing

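Settings without replicate 4 on day 35 and array weights were chosen after the results were seen, as were leaving out single samples for gene lists and for differences between doses and days, normalizing all days together for gene lists, and applying the settings to counts shared by days or doses. The other settings were planned, but both detection filters use the background of olfactory receptor probes, which replaced the planned detection p after the deposited values were seen. Not run, because they need unnormalized signals, slides or single runs: neqc, normexp with offset 50, median scaling, ComBat on named batches, a slide block, and technical runs a or b alone.

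Genes changed at 8Gy on day 1 (15) were 6 without detection filter, 6 without replicate block, 32 with each day fitted on its own, 39 and 62 with the analysis of variance (Holm, Benjamini-Hochberg), 2 at adjusted p under 0.05, 2 with Holm, 0 at log2 fold change over 1.5 and 9 with array weights. Leaving out 1 sample gave 0 to 72, and 55 to 226 at 16Gy on day 1.

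With the analysis of variance and Holm, genes changed were 64 (16Gy day 1), 244 (16Gy day 4), 185 (8Gy day 6), 329 (16Gy day 6), 5 and 21 (day 35), 416 in any comparison, 210 on days 4 and 6, and 6 on every day. With Benjamini-Hochberg they were 6 and 68 on day 35, and 6 on every day.

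With Holm in limma they were 13 (16Gy day 1), 67 and 196 (day 4), 131 and 362 (day 6), 412 in any comparison and 162 on days 4 and 6. At log2 fold change over 1.5 they were 2 (16Gy day 1), 20 and 48 (day 4), 41 and 84 (day 6), 0 (16Gy day 35), 90 in any comparison and 43 on days 4 and 6. With no fold threshold they were 354 (16Gy day 1), 348 and 1651 (day 4), 1053 and 2770 (day 6), 3652 in any comparison and 1135 on days 4 and 6.

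On day 35 at 16Gy (1 gene), the replicate block gave 9, each day on its own 9, no replicate 4 5, the block without replicate 4 17 (3 at 8Gy), array weights 4, and leaving out 1 sample 0 to 2 (0 to 2 at either dose). Genes called on every day (0) were 1 with the replicate block, 2 with each day on its own and 1 with array weights.

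Without replicate block, genes differing between doses on day 4 (2) were 0, the 8Gy effect differing between days 1 and 4 (44) 5, and the 16Gy effect between days 4 and 6 (7) 0; genes at both doses on day 1 (13) fell to 6. Apart from 8Gy on day 1, no other count moved by more than 1.5 times without the block, and 268 of 283 calls of named genes held. Leaving out 1 sample gave 0 to 7 between doses on day 4, 4 to 64 for 8Gy between days 1 and 4, 0 to 9 for 16Gy between days 4 and 6, 332 to 596 for 16Gy between days 1 and 4, 0 to 1 for 8Gy between days 4 and 6, and 4 to 70 between doses on day 6. On day 1 it gave 64 to 242 at either dose and 0 to 56 at both.

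Lists shifted at 8Gy on day 35 (2) were 1 without detection filter, 4 with the replicate block, 0 with estimated correlation and 0 with fry; leaving out 1 sample gave 0 to 5. At 16Gy on day 35 (8) they were 3 with estimated correlation, 5 with fry and 5 to 10. Estimated correlation gave 4 and 3 on day 1 (9 and 8) and 8 at 8Gy on day 4 (13). The mitosis list at 8Gy on day 35 (adjusted p 0.67) reversed to a fall without 0Gy day 35 replicate 4 (0.0035); leaving out 1 sample gave 0.00054 to 0.98.

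Of 284 calls of named genes, 283 held with all days normalized together, 274 without detection filter and 262 with the mean of a gene's probes. In every leaving out of 1 sample 222 held. Stricter settings kept fewer: 240 with the analysis of variance and Holm, 180 with Holm in limma and 100 at log2 fold change over 1.5. None reversed. Of 240 list medians, 3 changed sign with all days normalized together, the largest of these 0.00298. The deposited values were already quantile normalized within the short-term and the day 35 samples, and each comparison lies within a single set. Normalizing all days together could therefore move these calls and medians little. Many of the named genes were picked for the largest changes on these samples, so the numbers held do not speak for other calls.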

Differences from the paper's values

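The settings named here were planned, apart from applying them to counts at either dose, on days 4 and 6 or on every day, and which of them to set beside the paper's values was chosen after the results were seen. The paper's test is a one-way analysis of variance over 12 groups with Bonferroni-Holm adjustment; the values given as limma's come from linear models with Benjamini-Hochberg adjustment, chosen with the paper at hand and before the data were examined.

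The paper counts 31322 genes, and the probes name 20041 here after each gene was reduced to 1 probe; no setting came near. For genes changed in any comparison the paper gives 281 and limma 1136; the analysis of variance with Holm gave 416, and limma with Holm 412. For genes on days 4 and 6 the paper gives 184 and limma 406; the strict detection filter gave 275, the analysis of variance with Holm 210 and limma with Holm 162.

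The paper gives 7 genes on every day and limma 0. The analysis of variance gave 6 with either adjustment, all of the paper's but IGFBP1. The mean of IGFBP1 was lower at 16Gy than 0Gy on day 35 here, a fall that limma did not call. The analysis of variance counts changes in either direction, so this direction alone does not leave IGFBP1 out. On day 35 the paper gives 5 genes at 8Gy and 21 at 16Gy, and limma 0 and 1; the analysis of variance with Holm gave 5 and 21. At either dose on day 35 the paper shows about 22 in Fig. 2C, read by eye, limma 1 and the analysis of variance with Holm 22.

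Bars read by eye differ as well. For 8Gy on day 1 the paper shows about 31 in Fig. 2B, read by eye, and limma gave 15; the analysis of variance with Holm gave 39, and each day on its own 32. For 16Gy on day 1 it is about 41 in Fig. 2B, read by eye, and 138 here; the analysis of variance with Holm gave 64, and leaving out 16Gy day 1 replicate 3 gave 55. For 16Gy on day 4 it is about 230 in Fig. 2B, read by eye, and 527 here; the analysis of variance with Holm gave 244. For 8Gy on day 6 it is about 190 in Fig. 2B, read by eye, and 365 here, 185 with the same. For 16Gy on day 6 it is about 260 in Fig. 2B, read by eye, and 888 here, 329 with the same.

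At either dose the paper shows about 45 genes on day 1 in Fig. 2C, read by eye, and limma gave 140; the analysis of variance with Holm gave 78, and leaving out 0Gy day 1 replicate 2 or 16Gy day 1 replicate 3 gave 64. On day 4 it is about 230 in Fig. 2C, read by eye, and 531 here; the analysis of variance with Holm gave 246. On day 6 it is about 260 in Fig. 2C, read by eye, and 924 here, 336 with the same.

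For single genes, the paper lists DDIT4L among the genes of day 1, and limma did not call it (adjusted p 0.21 at 8Gy and 0.11 at 16Gy). PI3, CXCL8 and IGFBP1 are on every day in the paper and were not called on day 1 at 16Gy here (adjusted p 0.1045, 0.45 and 0.47). The paper reports mitochondrial gene sets as lower on day 4; the respiratory chain list shifted at 16Gy with the preset correlation (adjusted p 0.047) and not with the estimated one (0.55). On day 35 the paper reports 7 lowered gene sets shared with day 1; of the lists lower on day 1, mitosis was lower at 16Gy with the preset correlation (adjusted p 0.0018) and not with the estimated one (0.55), and DNA replication and DNA repair were not (0.19 and 0.52). For its gene sets the paper ran GSEA on Gene Ontology sets, while the lists here hold other genes and were tested with camera. The values of these lists therefore do not repeat the paper's test and cannot decide on its gene sets. The paper's Fig. 3A measures genes by quantitative PCR, which is another measurement than the arrays.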

Other observations

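These observations were made after the results were seen, and no test of them was planned.

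Deviations here are taken from the mean of the other samples of the same dose. In 16Gy day 35 replicate 4, the 70 genes of ribosomal proteins had a median deviation of -0.311, against 0.075 and 0.132 in 0Gy and 8Gy replicate 4. The 147 short RNAs had a median deviation of 0.117, against -0.075 to 0.031 in the other samples of day 35. The highest correlation of this sample with any other was 0.950, and each other sample of day 35 reached 0.986 or more.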
